# Activation of a transient progenitor state in the epicardium is required for zebrafish heart regeneration

**DOI:** 10.1038/s41467-022-35433-9

**Published:** 2022-12-13

**Authors:** Yu Xia, Sierra Duca, Björn Perder, Friederike Dündar, Paul Zumbo, Miaoyan Qiu, Jun Yao, Yingxi Cao, Michael R. M. Harrison, Lior Zangi, Doron Betel, Jingli Cao

**Keywords:** Regeneration, Differentiation, Heart development, Cardiac regeneration

## Abstract

The epicardium, a mesothelial cell tissue that encompasses vertebrate hearts, supports heart regeneration after injury through paracrine effects and as a source of multipotent progenitors. However, the progenitor state in the adult epicardium has yet to be defined. Through single-cell RNA-sequencing of isolated epicardial cells from uninjured and regenerating adult zebrafish hearts, we define the epithelial and mesenchymal subsets of the epicardium. We further identify a transiently activated epicardial progenitor cell (aEPC) subpopulation marked by *ptx3a* and *col12a1b* expression. Upon cardiac injury, aEPCs emerge from the epithelial epicardium, migrate to enclose the wound, undergo epithelial-mesenchymal transition (EMT), and differentiate into mural cells and *pdgfra*^+^*hapln1a*^+^ mesenchymal epicardial cells. These EMT and differentiation processes are regulated by the Tgfβ pathway. Conditional ablation of aEPCs blocks heart regeneration through reduced *nrg1* expression and mesenchymal cell number. Our findings identify a transient progenitor population of the adult epicardium that is indispensable for heart regeneration and highlight it as a potential target for enhancing cardiac repair.

## Abstract (web summary)

The epicardium supports heart regeneration, though precisely how is unclear. Here the authors define an activated epicardial progenitor population as the source of essential cell types and paracrine factors for successful heart regeneration in zebrafish.

## Introduction

Adult zebrafish possess a remarkable capacity for scarless heart regeneration after injury, which is achieved through the proliferation of existing cardiomyocytes (CMs)^1–4^. CM proliferation is aided by the cellular and molecular environment provided by non-muscle tissues, such as the epicardium, a mesothelial layer of vertebrate hearts^5–7^. The epicardium is a heterogeneous population containing stem cells or progenitors that convert into other supporting cell types, such as mural cells (i.e., smooth muscle cells and pericytes) and fibroblasts, during development and regeneration^5,8–11^. Following cardiac injury in adult zebrafish, epicardial cells are activated to turn on embryonic genes, proliferate, and migrate to repopulate the wound site. In addition to supplying supporting cell types, epicardial cells provide paracrine signals and extracellular matrix (ECM) components for CM division and coronary angiogenesis^5–7,12^. Recent studies have highlighted the vital roles of the epicardium in zebrafish heart regeneration^13–15^, and the mobilization of epicardial cells has been reported to improve mammalian heart repair^16,17^. However, the epicardial progenitor state during heart regeneration remains largely uncharacterized due to the lack of genetic tools to label and trace epicardial subsets.

In this work, for unbiased assessment of the epicardial progenitor state in regenerating hearts, we perform single-cell RNA-sequencing (scRNA-seq) of epicardial cells isolated from hearts undergoing regeneration. Using scRNA-seq analysis and genetic approaches, we define the epithelial and mesenchymal subpopulations and the mural lineage of the epicardium. We also identify a transiently activated epicardial progenitor cell (aEPC) population and define their molecular features. These aEPCs are indispensable for heart regeneration as they differentiate into mural cells and mesenchymal epicardial cells and supply pro-regenerative factors during regeneration. Therefore, our study reveals the active driver of epicardium-mediated heart regeneration and provides the basis for harnessing the epicardium for heart repair.

## Results

### Heterogeneity and EMT of epicardial cells in the adult heart

In zebrafish, *tcf21* is a widely used epicardial marker that labels both quiescent and active epicardial cells, while other epicardial markers, such as *tbx18* and *wt1*, only label part of the epicardium^18^. We first examined the *tcf21*^*+*^ epicardial cell distribution in uninjured hearts, using a nuclear EGFP reporter (nucEGFP) driven by the regulatory sequence of *tcf21*^18^. As shown in Fig. 1a, b, *tcf21*^+^ nuclei reside in multiple layers of the uninjured ventricular wall. While the outermost layer expresses *aldh1a2* (it is expressed in the endocardium as well; see also ref. 18), the inner layers of *tcf21*^+^ nuclei enter the compact muscle and are *aldh1a2*-negative (Fig. 1b, c). Thus, the *tcf21* reporters label 2 distinct epicardial subsets in the uninjured adult zebrafish heart: the epithelial epicardial cells (*aldh1a2*^+^ outermost layer) and the mesenchymal epicardial cells that enter the compact muscle.

**Fig. 1:**
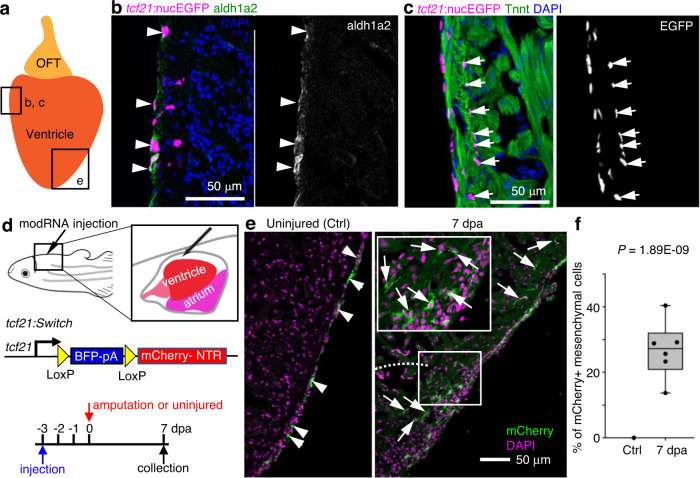
Cellular heterogeneity and EMT of *tcf21*^+^ cells in the zebrafish heart. **a** Cartoon of an adult zebrafish heart showing the ventricle and outflow tract (OFT). The frames indicate representative regions for cryosection-section images in **b**, **c** and **e**. **b** A cryosection image of an uninjured heart showing *tcf21:*nucEGFP in magenta, antibody staining against aldh1a2 in green. Nuclei were stained with DAPI (blue). A single-channel image of aldh1a2 signals is shown in grayscale on the right. Arrowheads indicate EGFP^+^adh1a2^+^ cells. Scale bar, 50 μm. **c** A cryosection image of an uninjured heart showing *tcf21:*nucEGFP in magenta, antibody staining against Tnnt in green. Nuclei were stained with DAPI (blue). A single-channel image of EGFP is shown in grayscale on the right. Arrows indicate EGFP^+^ mesenchymal epicardial cells. Scale bar, 50 μm. **d** Schematic of experimental design for modRNA injection. **e** Section images of uninjured (left) and 7 dpa (right) hearts carrying the *tcf21:Switch* reporter at 10 days post Cre modRNA injection. Arrows and arrowheads indicate representative mCherry^+^ mesenchymal and epithelial cells, respectively. Scale bar, 50 μm. **f** Quantification of mCherry^+^ mesenchymal epicardial cells in the experiment of **e**. The largest cryosection of each heart was quantified for mCherry^+^ cells in the apex half of the ventricle. *n* = 13 (Ctrl) and 6 (7 dpa), respectively. Two-tailed Student’s *t* test. The box plot shows the median (center line), upper and lower quartiles (box limits), minimum and maximum values (whiskers), and individual values (points). Source data are provided as a Source data file.

Previous studies have suggested that zebrafish epicardial cells undergo epithelial-mesenchymal transition (EMT) during heart regeneration^19,20^. However, EMT cannot be definitively identified without a transgenic tool specific to the epithelial layer of the epicardium. To address this, we developed an approach of pericardial sac injection of modified RNA (modRNAs)^21,22^ for transient gene expression in the epicardium. We also created a bacterial artificial chromosome (BAC) transgenic line in which the *tcf21* regulatory sequences drive a Cre-releasable floxed BFP-stop cassette followed by an mCherry-NTR cassette (*tcf21:loxP-BFP-Stop-loxP-mCherry-NTR* or *tcf21:Switch* for short, Fig. 1d). By injecting Cre modRNAs into fish carrying the *tcf21:Switch* line, we labeled the epithelial layer of the epicardium with mCherry (Fig. 1d, e, uninjured). We did not observe a single labeled mesenchymal cell in the apex half of the uninjured ventricle 10 days after injection (Fig. 1f, Ctrl, 13 hearts analyzed). Although we could not rule out labels of deeper *tcf21*^+^ cells upon injection, combined use of the *tcf21:Switch* line with the pericardiac cavity injection of Cre modRNA injection specifically limits our labeling to the epithelial epicardium at least by day 10 after injection in the adults. To monitor EMT of epicardial cells, Cre modRNAs were injected 3 days before the amputation injury, and hearts were collected at 7 days post amputation (dpa) to assess mCherry expression. We observed 26.8% on average of mCherry^+^ cells entering the mesenchymal layer (Fig. 1e, f, 7 dpa), indicating an EMT process in which the epithelial epicardial cells give rise to the mesenchymal epicardial cells during heart regeneration.

### scRNA-seq reveals distinct epicardial subsets

To systemically dissect epicardial subsets, we applied scRNA-seq analysis of *tcf21*^+^ cells during heart regeneration. Following cardiac injury in adult zebrafish, the epicardial cells turn on embryonic genes, a process called activation^5^. The epicardium is activated organ-widely at 3 dpa before restricting activation to the injury site starting at 7 dpa^19^. We injured *tcf21:nucEGFP* fish by partial ventricular amputation and collected ventricles at 3 or 7 dpa together with uninjured clutchmates (Ctrl). Single live nucEGFP^+^ cells were isolated by Fluorescence-activated cell sorting (FACS) and subjected to library preparation and scRNA-seq on the 10x Genomics Chromium platform (Fig. 2a and Supplementary Fig. 1). 

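The 3 libraries, 1 from uninjured ventricles, 1 at 3 dpa and 1 at 7 dpa, were made with the 10x Genomics 3′ chemistry, which gives each captured transcript a unique molecular identifier (UMI), so that amplified copies of a molecule are counted once. The authors aligned the reads with CellRanger and deposited the number of UMIs counted on each of 32520 genes in every droplet called as a cell, without normalization. The Ctrl library held 5284 droplets with 26092042 UMIs. The 3 dpa library held fewer droplets, 4390, with 52513639 UMIs, and the 7 dpa library held 7002 with 45679493 UMIs. Every droplet held at least 500 UMIs. There was no replicate library for any condition, so no test between conditions was computed. Levels of a gene are given as its UMIs per 10000 UMIs, summed over the cells of a group. Ranges in brackets are 95% intervals, exact Poisson for levels and ratios of counts and exact binomial (Clopper-Pearson) for shares of cells. These intervals cover counting error only, not the variation between fish, injuries or library preparations.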

Three samples were collected that comprised of 4970, 3743, and 6428 cells passing the quality control for Ctrl, 3 dpa, and 7 dpa, respectively (Fig. 2b). 

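Applied to the deposited counts, the study's filters of more than 316 detected genes and at most 5% of counts on the 13 mitochondrial genes left 5098 cells at Ctrl, 3905 at 3 dpa and 6624 at 7 dpa. At 3 dpa, 455 droplets were over the mitochondrial limit and 268 had too few genes, 238 of them both. With the mitochondrial limit at 10%, 5170, 4014 and 6765 cells were left, the largest move at 3 dpa and 7 dpa. At Ctrl a minimum of 1000 UMIs moved the number more, to 5015. The libraries differed in depth. The median cell held 4312 UMIs at Ctrl, 9623 at 3 dpa and 5436 at 7 dpa, on a median of 1101, 1837 and 1267 genes.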

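The 15627 cells of the 3 libraries were normalized with SCTransform with the library as batch term. They were clustered on 20 principal components at resolution 0.3. These settings follow the study's methods, in a later version of Seurat. The study's gene filter was read as a limit to be met in each library. This took out genes nearly absent at Ctrl, such as top2a, found in 2 Ctrl cells. There was 1 further change to the genes used. The 161 genes that name clusters or that the paper names for these data were left out of the variable genes, so that none of them shaped the clusters. This gave 10 clusters. At resolution 0.5 there were 13, and at resolution 0.2 there were 8, without a separate cluster for the cells prominent at 3 dpa.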

Unbiased clustering with all samples identified 12 clusters (Fig. 2c and Supplementary Data 1). Eight clusters are grouped as the core epicardial population (Fig. 2c, clusters 0–5, 7, and 9). 

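Clusters were named from marker lists drawn from Supplementary Data 1, leaving out every gene that the paper's Results name for these data, and a name with "-like" marks such a rebuilt identity. The copy of Supplementary Data 1 used held only the first part of its Seurat entries. An epithelial-like cluster of 2667 cells carried the markers of the study's cluster 2 and was led by ucmaa, cldnc and slc29a1b, with the complement gene c3a.1 also among its 10 leading genes. An aEPC-like cluster of 545 cells carried the markers of cluster 5 and was led by col11a1a and by the cell cycle genes kpna2, tpx2, cdk1, cdc20 and ccna2. The mesenchymal-like class joined 5 clusters. A 0-like cluster of 5015 cells was led by inhbb and fgl2b, and a 1-like cluster of 3836 cells by ptger2b and slc16a3. A 3-like cluster of 1406 cells had tnfsf12 and dhrs3a among its leading genes, and another 3-like cluster of 522 cells was led by rgs5b. The fifth, of 538 cells and a median of 2268 UMIs, was led by fndc1. These names are not the study's own cell labels, so a share or level can differ from the study's because the groups of cells differ.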

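The immune-like, cardiomyocyte-like and mural-like clusters held 402, 111 and 585 cells. Immune-like cells made up 1.84% (1.49 to 2.25) of the Ctrl library, 3.41% (2.86 to 4.02) at 3 dpa and 2.64% (2.27 to 3.06) at 7 dpa. Cardiomyocyte-like cells made up 0.745% (0.528 to 1.02), 0.563% (0.353 to 0.852) and 0.770% (0.574 to 1.01). Doublets, droplets that caught more than 1 cell, were not removed. The automatic threshold of Scrublet marked only 2 cells, so the cells with the highest Scrublet scores were counted in its place, 216 at Ctrl, 137 at 3 dpa and 371 at 7 dpa. They held 16% of the immune-like cells at 7 dpa and 4.22% of the mesenchymal-like cells.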

Three clusters, including 8, 10, and 11, appear to represent contaminating non-epicardial cells (or doublets). Cells in cluster 8 express protein tyrosine phosphatase receptor type C (*ptprc*), *cd74a*, and macrophage expressed 1 (*mpeg1*), therefore representing immune cells^23–25^. 

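Over the 3 libraries, ptprc was counted at 4.02 (3.79 to 4.25) UMIs per 10000 in immune-like cells and at 0.00388 (0.00254 to 0.00569) in mesenchymal-like cells. The level of cd74a in immune-like cells was 36.0 (35.3 to 36.7), against 0.266 (0.254 to 0.279) in mesenchymal-like cells. For mpeg1, listed as mpeg1.1, it was 3.79 (3.57 to 4.02) against 0.000747 (0.000242 to 0.00174). The log2 ratio of the immune-like to the mesenchymal-like level of ptprc, 10.01, moved most with log normalization, to 11.43. After thinning each cell to 1800 UMIs, which leaves out 55 shallower immune-like and 668 mesenchymal-like cells, 55.6% of immune-like cells had a ptprc UMI. Without thinning this share was 87.8%, at a median of 6074 UMIs per cell. In mesenchymal-like cells, which should lack the gene, it was 0.159% at a median of 4772 UMIs.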

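In the cardiomyocyte-like cluster, myl7 reached 311 (306 to 316) and tnnt2a 41.4 (39.6 to 43.2) UMIs per 10000 over the 3 libraries. Mesenchymal-like cells, at 0.518 for myl7 and 0.0593 for tnnt2a, give the background of free cardiomyocyte RNA in the droplets. The cardiomyocyte-like cells also held tcf21, at 46.6 (44.7 to 48.6) UMIs per 10000.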

Cluster 10 exhibits high expression levels of myosin light chain 7 (*myl7*) and troponin T type 2a (*Tnnt2a*), markers of CMs, indicating cardiac muscle identity^26,27^. 

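No cluster carried the markers of endothelial cells in the clustering reported here. With log normalization a cluster of 58 cells did, and like clusters separated with all genes kept in clustering, with 30 principal components and without immediate early and heat shock genes. At resolution 0.5, an endothelial-like cluster of 52 cells separated, 29 from Ctrl, 10 from 3 dpa and 13 from 7 dpa, led by aqp8a.1, etv2 and cdh5. In these cells fli1a was counted at 1.67 (1.3 to 2.1) UMIs per 10000 and kdrl at 4.73 (4.11 to 5.42). In the reported clustering these cells were mural-like, and mesenchymal-like cells held fli1a at 0.0580 and kdrl at 0.0414.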

Cluster 11 appears to comprise endocardial and endothelial cells enriched for Fli-1 proto-oncogene ETS transcription factor a (*fli1a*) and kinase insert domain receptor like (*kdrl*) expression (Fig. 2c, d, and Supplementary Fig. 2a, b)^28,29^.

**Fig. 2:**
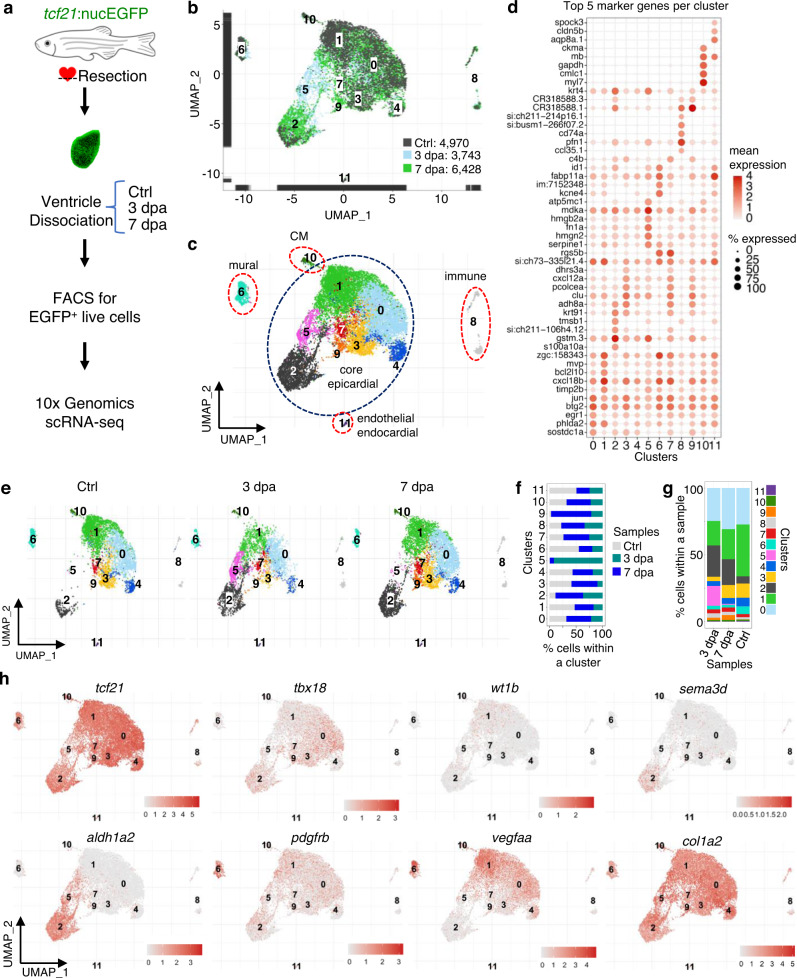
ScRNA-seq reveals distinct subsets of the ventricular epicardial lineage during heart regeneration. **a** Experimental design for single epicardial cell isolation and transcriptome sequencing. **b** UMAP of three samples combined. After the removal of droplets with very few genes as well as genes that could not be detected in at least 5 cells, the final dataset comprised 4970, 3743, and 6428 cells for Ctrl, 3 dpa, and 7 dpa, respectively. **c** UMAP of cell clusters with inferred cellular identities. **d** Expression of top 5 cluster marker genes across different clusters. This dot plot depicts the abundance and expression magnitude of individual genes across cells of given clusters. The size of the dot represents the fraction of cells with at least one UMI of the specified gene. **e** UMAPs showing changes of clusters across samples. **f** Proportions of the samples per cluster. **g** Cluster proportions per sample. **h** Normalized expression of top marker genes on UMAPs (3 samples combined).

Besides these contaminating clusters, cluster 6 was identified as mural cells expressing platelet-derived growth factor receptor beta *pdgfrb* (Fig. 2c)^30,31^. 

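The mural-like cluster held pdgfrb at 9.06 (8.64 to 9.48) UMIs per 10000 over the 3 libraries. Mesenchymal-like cells held 1.51 (1.48 to 1.54), aEPC-like cells 1.31 (1.26 to 1.37) and epithelial-like cells 1.13 (1.10 to 1.17). Immune-like cells held 0.431 (0.359 to 0.514). The mural-like cells were shallow, with a median of 1687 UMIs. They include the deeper cells that form the endothelial-like cluster at resolution 0.5, so that levels given for mural-like cells mix both. The log2 ratio of the mural-like to the mesenchymal-like level of pdgfrb was 2.59, and 2.82 at resolution 0.5, where the mural-like cells had a median of 1603 UMIs. It moved most with log normalization, to 3.13.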

Further analysis of the mural cells demonstrated enriched transcripts for known pericyte and vascular smooth muscle cell markers, including tropomyosin 1 (*tpm1*), notch receptor 3 (*notch3*), regulator of G protein signaling 5a (*rgs5a*), myosin heavy chain 11a (*myh11a*), actin alpha 2 smooth muscle (*acta2*), transgelin (*tagln*), ATP-binding cassette sub-family C member 9 (*abcc9*), and chemokine C-X-C motif ligand 12b (*cxcl12b*), as well as two recently identified mural cell markers NDUFA4 mitochondrial complex associated like 2a (*ndufa4l2a*) and potassium voltage-gated channel Isk-related family member 4 (*kcne4*)^32,33^ (Supplementary Fig. 2c). 

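Of the named pericyte and smooth muscle genes, tagln had the highest level in mural-like cells, 25.9 (25.2 to 26.6) UMIs per 10000 against 2.92 (2.88 to 2.96) in mesenchymal-like cells. The levels of acta2 were 11.2 (10.7 to 11.7) and 0.0966 (0.0893 to 0.104), and those of tpm1 10.1 (9.70 to 10.6) and 0.295 (0.282 to 0.308). For myh11a the same comparison gave 4.74 against 0.0139, for cxcl12b 4.49 against 0.0379, for rgs5a 4.44 against 0.0987 and for notch3 3.75 against 0.444. The least abundant, abcc9, stood at 0.673 (0.564 to 0.796) against 0.0119 (0.00948 to 0.0149). The aEPC-like cells held tagln at 6.55 (6.42 to 6.68) and acta2 at 0.843 (0.798 to 0.891), above the mesenchymal-like cells.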

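The level of ndufa4l2a was 1.42 (1.26 to 1.59) UMIs per 10000 in mural-like cells, and after thinning 16.0% (11.8 to 21.0) of the 262 mural-like cells deep enough had a UMI of it. Thinning left out 323 mural-like cells, and without it the share was 18.5%. No ndufa4l2a UMI was counted in the 402 immune-like cells, whose median depth was 6074 UMIs against 1687 in mural-like cells, which allows a level there of up to 0.0103. The level of kcne4 was 37.3 (36.5 to 38.2) in mural-like cells. It was 4.26 (4.21 to 4.31) in mesenchymal-like cells, 1.18 (1.13 to 1.24) in aEPC-like cells and 0.396 (0.375 to 0.417) in epithelial-like cells. In immune-like cells kcne4 stood at 0.500 (0.422 to 0.588). At 3 dpa alone the level was 0.556 in epithelial-like and 0.213 in immune-like cells.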

While *ndufa4l2a* is restricted to a subset of mural cells, *kcne4* is highly expressed in mural cells and also present in the core epicardial clusters at lower levels. These gene expression profiles suggest diverse mural cell types (e.g., smooth muscle cells and pericytes) in our FACS isolated samples.

We next examined the temporal dynamics of the core epicardial clusters across all samples. Cluster 5 emerges at 3 dpa and is largely reduced by 7 dpa, while cluster 9 is mainly present at 7 dpa (Fig. 2e–g). 

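The aEPC-like cluster, which carries the markers of cluster 5, held 6 of the 5098 Ctrl cells, 515 of the 3905 cells at 3 dpa and 24 of the 6624 cells at 7 dpa. These are shares of 0.118% (0.0432 to 0.256), 13.2% (12.1 to 14.3) and 0.362% (0.232 to 0.539). The share at 3 dpa moved most with log normalization in place of SCTransform, to 36.6%. Under each alternative that separated the cluster, it stayed highest at 3 dpa. Because nearly all of these cells come from 1 library, the clustering cannot separate a cell state from a property of that library. The cluster had a median of 27450 UMIs, 2.89 times the median of the libraries its cells came from. Of its cells at 3 dpa, 2.91% were among the highest Scrublet scores, as were 5 of the 24 at 7 dpa and 1 of the 6 at Ctrl. No cluster was nearly all from 7 dpa. The largest part from that library, 745 of 1406 cells, was in the 3-like cluster with tnfsf12. From its time course and marker results together, the paper proposes that the subsets that prevail at 3 dpa and at 7 dpa are likely injury-induced and pro-regenerative.

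**Figure D1:**
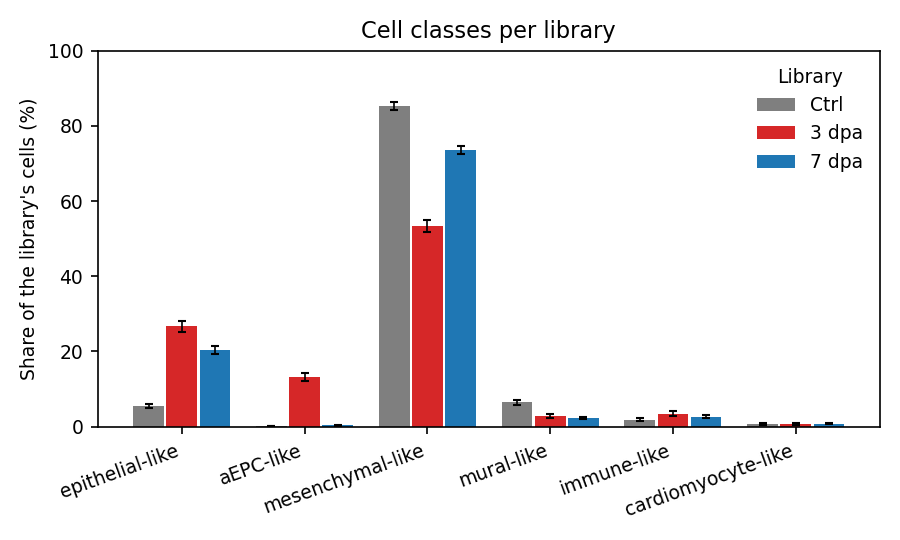
Share of each library's cells, in percent, in the rebuilt classes at Ctrl, 3 dpa and 7 dpa, with exact 95% binomial intervals that cover counting error only. The aEPC-like share stands at 13.2% at 3 dpa and below 1% in the other libraries.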

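The epithelial-like share, for cells with the markers of cluster 2, was 5.45% (4.85 to 6.11) at Ctrl, 26.7% (25.3 to 28.1) at 3 dpa and 20.4% (19.4 to 21.3) at 7 dpa. Mesenchymal-like cells made up 85.4% (84.4 to 86.3), 53.4% (51.9 to 55.0) and 73.6% (72.6 to 74.7). Within them, the 0-like cluster went from 33.5% at Ctrl to 26.1% at 3 dpa and 34.6% at 7 dpa. The 1-like cluster went from 35.6% to 15.8% and 21.2%, still below its Ctrl share. The 3-like cluster with tnfsf12 went from 8.63% to 5.66% and 11.2%, and the cluster led by fndc1 from 4.65% to 2.38% and 3.14%. The 3-like cluster led by rgs5b, at 3.04%, 3.53% and 3.46%, did not fall. At 3 dpa the epithelial-like share moved most at resolution 0.2, to 41.6%, where it took in the aEPC-like cells. At resolution 0.5, a cluster led by the interferon-response genes rsad2 and mxb separated, with 18 cells at Ctrl, 410 at 3 dpa and 335 at 7 dpa, and the epithelial-like share at 3 dpa was 18.0%. Outside the core clusters, the mural-like share was 6.47% (5.81 to 7.18), 2.74% (2.25 to 3.30) and 2.23% (1.89 to 2.62). Shares within a library add up to the whole library, so a gain in 1 class lowers the others.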

Cluster 2 expanded during regeneration, while the percentages of the remaining clusters (other than 2, 5, and 9) decreased at 3 dpa, but rebounded by 7 dpa (Fig. 2e–g). Our gene expression analysis demonstrates that *tcf21* is an epicardial marker with broad expression across all core epicardial clusters and different states of injury (Fig. 2h and Supplementary Fig. 2e). 

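The level of tcf21, listed as ENSDARG00000036869, was 85.9 (85.5 to 86.4) UMIs per 10000 in mesenchymal-like cells at Ctrl, 48.5 (48.2 to 48.9) at 3 dpa and 78.5 (78.2 to 78.9) at 7 dpa. In epithelial-like cells it was 69.3 (68.4 to 70.2), 29.2 (28.9 to 29.4) and 36.6 (36.2 to 36.9). At 3 dpa it ranged between mesenchymal-like clusters from 38.0 in the 1-like cluster to 61.4 in the 0-like cluster. Thinned to equal depth, 98.8% of mesenchymal-like and 93.2% of epithelial-like cells at 3 dpa had a tcf21 UMI, with 124 and 21 cells left out. Unthinned, the shares were 99.6% and 99.2%, at medians of 6658 and 14306 UMIs. Immune-like cells, which should lack tcf21, held a UMI of it in 25.2% of thinned cells and 27.1% of unthinned cells, at a median of 5894. Their level was 7.25 (6.72 to 7.80).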

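The aEPC-like cells at 3 dpa held tcf21 at 15.3 (15.1 to 15.5) UMIs per 10000. The ratio to epithelial-like cells of the same library was 0.526 (0.518 to 0.534) and that to mesenchymal-like cells 0.316 (0.311 to 0.321). The log2 ratio to epithelial-like cells, -0.93, moved most with log normalization, to -0.13. At 7 dpa, over 24 aEPC-like cells, the ratio to epithelial-like cells was the other way around, 1.26 (1.19 to 1.32), and that to mesenchymal-like cells 0.585 (0.555 to 0.616). After thinning, 75.5% of the 515 aEPC-like cells at 3 dpa had a UMI, none being too shallow. Counted per cell without regard to depth, an aEPC-like cell at 3 dpa held 43.7 tcf21 UMIs on average, a mesenchymal-like cell 42.4 and an epithelial-like cell 45.9.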

Of note, we found a relatively lower *tcf21* expression level in the 3 dpa-specific cluster 5 than in other clusters (Fig. 2h, and Supplementary Fig. 2d, e). This seems to match our recent discovery that the Tcf21 binding motifs are enriched in chromatin regions with decreased accessibility in epicardial cells at 3 dpa, which may suggest a transition in cell state^34^. In contrast to the broad expression of *tcf21*, other known epicardial markers such as *tbx18*, *wt1b*, *sema3d*, and *aldh1a2* are only enriched in specific subpopulations^18,35^. For instance, *wt1b* expression is enriched in Cluster 1, whereas *tbx18* is relatively depleted in that cluster compared to others (Fig. 2h and Supplementary Fig. 2d). *sema3d* is mainly expressed in cluster 2, while *aldh1a2* is expressed in both clusters 2 and 5. In addition, vascular endothelial growth factor Aa (*vegfaa*), a pro-angiogenic factor that was reported to be expressed by the epicardium and endocardium upon heart injury^36^, is enriched in the mural cells and core epicardial clusters 0 and 1 (Fig. 2h and Supplementary Fig. 2a). 

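Over the 3 libraries, wt1b was counted at 0.503 (0.475 to 0.531) UMIs per 10000 in the 1-like cluster and at 0.149 (0.134 to 0.166) in the 0-like cluster. Epithelial-like cells held wt1b at 0.186 (0.171 to 0.200). In the opposite order, tbx18 stood at 0.610 (0.580 to 0.641) in the 1-like and 2.30 (2.24 to 2.36) in the 0-like cluster, with 1.28 (1.24 to 1.32) in epithelial-like cells. At 3 dpa alone, tbx18 stood at 0.598 (0.559 to 0.639) in aEPC-like cells and 0.367 (0.323 to 0.415) in the 1-like cluster. The level of sema3d was 0.614 (0.588 to 0.641) in epithelial-like cells, 0.148 (0.139 to 0.158) in mesenchymal-like cells and 0.0486 (0.0381 to 0.0611) in aEPC-like cells. Immune-like cells held sema3d at 0.0924 (0.0609 to 0.134). For aldh1a2 the levels were 10.3 (10.2 to 10.4) in epithelial-like cells, 7.21 (7.08 to 7.35) in aEPC-like cells, 1.21 (1.18 to 1.24) in mesenchymal-like cells and 1.12 (1.00 to 1.25) in immune-like cells.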

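Mural-like cells had the highest level of vegfaa, 25.7 (25.0 to 26.4) UMIs per 10000 over the 3 libraries. The 1-like cluster followed at 12.9 (12.7 to 13.0) and the 0-like cluster at 6.51 (6.41 to 6.62). It was lower in the 3-like cluster with tnfsf12, at 1.60 (1.53 to 1.68), in aEPC-like cells, at 2.1 (2.0 to 2.2), and in epithelial-like cells, at 1.04 (1.01 to 1.07). Immune-like cells held 0.983 (0.872 to 1.10). Within the mesenchymal-like class, vegfaa was 13.4 at Ctrl, 4.26 at 3 dpa and 5.90 at 7 dpa. Of the mural-like cells 56.4% came from Ctrl, and of the aEPC-like cells 1.10%, so this pooled order mixes class and library. At 3 dpa alone, the ratio to mesenchymal-like cells was 0.490 (0.469 to 0.511) for aEPC-like and 0.322 (0.307 to 0.338) for epithelial-like cells.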

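The levels of col1a2 over the 3 libraries were 44.9 (44.5 to 45.2) UMIs per 10000 in aEPC-like cells, 37.7 (37.5 to 37.8) in mesenchymal-like cells and 28.9 (28.8 to 29.1) in epithelial-like cells. Mural-like cells held 12.6 (12.1 to 13.1). Immune-like cells held 8.82 (8.49 to 9.17). Free RNA, doublets and their own expression of col1a2 were not told apart there.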

Collagen type I alpha 2 (*col1a2*), a marker of the epicardium and cardiac fibroblasts^37^, is highly expressed in all clusters, including the mural cells (Fig. 2h). In all, these results suggest a dynamic cellular heterogeneity of the epicardium and its derivatives during regeneration, and that clusters 5 (predominantly 3 dpa cells) and 9 (7 dpa) are likely the injury-induced pro-regenerative subsets.

### The epithelial and mesenchymal epicardium

To explore the heterogeneity within the core epicardial populations, we identified marker genes that distinguish these clusters. Clusters 0 and 1 have enriched expression of the pro-angiogenic factor *vegfaa* (Fig. 2h and Supplementary Fig. 2a)^36^, and clusterin (*clu*) is highly expressed in clusters 3, 7, and 9 (Fig. 2d). *sema3d*, *aldh1a2*, and podocalyxin-like (*podxl*) define cluster 2 (Figs. 2h and 3a). 

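At 3 dpa, the level of clu was 39.5 (38.8 to 40.3) UMIs per 10000 in the 3-like cluster with tnfsf12 and 34.5 (33.6 to 35.4) in the 3-like cluster led by rgs5b, against 14.8 in the 0-like and 16.2 in the 1-like cluster and 8.92 in epithelial-like cells. The 3-like clusters were also the highest at Ctrl, with 21.4 and 11.9 against 6.55 and 6.06 in the 0-like and 1-like clusters, and at 7 dpa, with 62.9 and 52.0 against 18.5 and 35.5. Over all mesenchymal-like cells clu stood at 8.70 at Ctrl, 20.8 at 3 dpa and 36.3 at 7 dpa. The level of podxl over the 3 libraries was 7.46 (7.37 to 7.55) in epithelial-like cells and 0.159 (0.150 to 0.169) in mesenchymal-like cells. Mural-like cells held podxl at 1.47 (1.31 to 1.65) and immune-like cells at 0.633 (0.545 to 0.732).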

Podxl was reported to localize to the apical plasma membrane of epithelial or endothelial cells^38,39^, and thus is a sign of epithelial identity in the epicardium. 

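Over the 3 libraries, hapln1a was counted at 11.6 (11.6 to 11.7) UMIs per 10000 in mesenchymal-like cells, 1.06 (1.02 to 1.09) in epithelial-like cells and 0.716 (0.674 to 0.760) in aEPC-like cells. Immune-like cells, which should lack the gene, held 2.11 (1.95 to 2.29), above both lower levels pooled over the libraries. Doublets may add to this level, since 7.45% of immune-like cells at Ctrl, 10.5% at 3 dpa and 16% at 7 dpa were among the highest Scrublet scores. It therefore does not show that the lower levels are free RNA. At 3 dpa the level in aEPC-like cells was 0.601 and that in epithelial-like cells 1.33. This order turned around at resolution 0.5 and under 6 other alternatives. In the other libraries it was also reversed. The ratio of aEPC-like to epithelial-like cells was 3.74 (1.91 to 6.63) at Ctrl, over 6 aEPC-like cells, and 7.31 (6.22 to 8.55) at 7 dpa, over 24. The aEPC-like level at 7 dpa was 0.455 (0.391 to 0.527) times the mesenchymal-like one. No order between aEPC-like and epithelial-like cells is read from these values. The level of pdgfra was 1.49 (1.46 to 1.52) in mesenchymal-like cells, 0.463 (0.429 to 0.498) in aEPC-like cells and 0.311 (0.292 to 0.330) in epithelial-like cells, with 0.349 (0.285 to 0.424) in immune-like cells. Less abundant, nrg1 stood at 0.268 (0.256 to 0.281), 0.0639 (0.0518 to 0.0780) and 0.0337 (0.0278 to 0.0404) in the same 3 classes and at 0.0308 (0.0141 to 0.0585) in immune-like cells.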

The hyaluronic acid-organizing factors hyaluronan and proteoglycan link protein 1a (*hapln1a*), the cardiac mesenchymal stem cell and cardiac fibroblast marker platelet-derived growth factor receptor alpha (*pdgfra*), as well as the myocardial mitogen neuregulin 1 (*nrg1*) mainly label clusters other than 2 and 5 (Figs. 2h and 3a)^13,40,41^. Interestingly, *podxl* and *aldh1a2* label clusters (clusters 2 and 5) distinct from the *hapln1a*^+^*pdgfra*^+^ population (0, 1, 3, 4, 7, and 9; Fig. 3a, b). HCR staining results indicate that *podxl* is expressed in the epithelial layer of the epicardium (Fig. 3c). By contrast, *hapln1a* is expressed by the inner layer of *tcf21*^+^ epicardial cells, which represent the mesenchymal layer (Fig. 3d). In agreement with this finding, a recent study showed that *hapln1a* is expressed in an epicardial subset residing in the compact muscle that mediates hyaluronic acid (HA) secretion and myocardial regeneration^13^. Thus, the *hapln1a*^+^*pdgfra*^+^ cells (clusters 0, 1, 3, 4, 7, and 9) are mesenchymal epicardial cells. Moreover, we noticed that a subset of the 3 dpa-specific cluster 5 expresses *podxl* (Fig. 3a), while the remainder of cluster 5 cells instead express relatively high levels of *snai1a* (Fig. 3e), likely representing cells undergoing EMT. 

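Over the 3 libraries, hapln1a ranged among mesenchymal-like clusters from 7.11 UMIs per 10000 in the 3-like cluster with tnfsf12 to 14.3 in the 0-like cluster. The lowest level of pdgfra in one of them was 0.958 (0.920 to 0.996), in the 1-like cluster. Each of these clusters held aldh1a2 at no more than 1.65 over the 3 libraries and 4.09 at 3 dpa. From the layers where podxl and hapln1a are stained and from an earlier study of hapln1a, the paper concludes that the clusters with hapln1a and pdgfra are mesenchymal.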

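At 3 dpa, podxl was counted at 2.22 (2.14 to 2.30) UMIs per 10000 in aEPC-like cells, between 7.40 (7.27 to 7.53) in epithelial-like and 0.237 (0.216 to 0.261) in mesenchymal-like cells. The level of snai1a was 0.476 (0.441 to 0.512) in aEPC-like, 0.160 (0.141 to 0.181) in epithelial-like, 0.567 (0.533 to 0.603) in mesenchymal-like and 2.09 (1.80 to 2.42) in mural-like cells. Unthinned, 247 of the 515 aEPC-like cells had a podxl UMI, 242 had snai1a and 102 had both, where 116 would share them if the genes were independent. A snai1a UMI was found in 41.3% (35.1 to 47.7) of the cells with podxl and 52.2% (46.1 to 58.4) of the others. After thinning, 2 cells had both, where 7.83 would be expected, and the 95% intervals for snai1a in cells with and without podxl overlapped narrowly. The pattern was not limited to aEPC-like cells. In thinned epithelial-like cells, snai1a was found in 0.917% (0.299 to 2.13) of those with podxl and 4.84% (3.09 to 7.18) of the others. In mesenchymal-like cells the shares were 2.04% and 9.98% thinned, but 29.9% and 27.5% unthinned. In immune-like cells at 3 dpa, 5.26% had a podxl UMI and 3.76% a snai1a UMI, at a median of 5894 UMIs against 27906 in aEPC-like cells.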

A re-clustering and focused analysis on only the core epicardial clusters demonstrated the same findings (Supplementary Fig. 3 and Supplementary Data 2). These analyses suggest that cluster 5 is a transitional population, and that a subset of these cells is likely undergoing an EMT process.

**Fig. 3:**
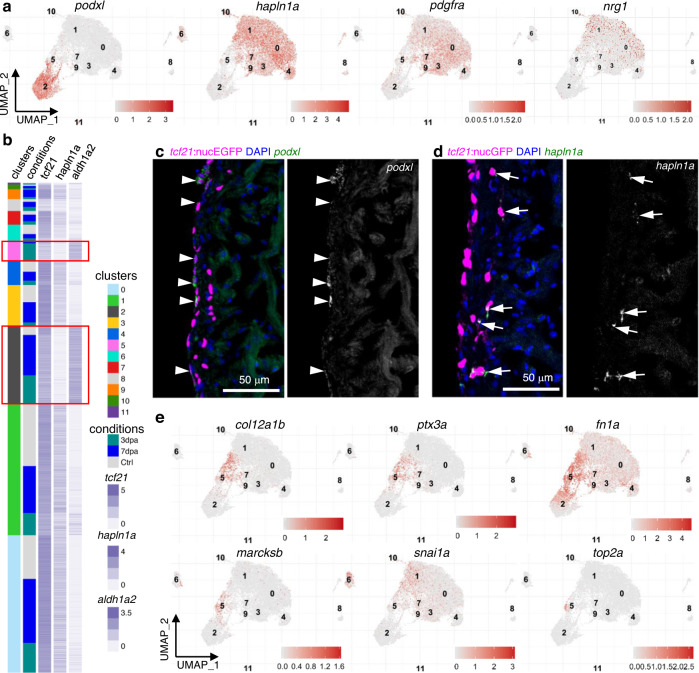
The epithelial and mesenchymal subsets of the epicardium. **a** Normalized expression of marker genes on UMAPs (3 samples combined). **b** Heatmap of 3 marker genes: *tcf21*, *aldh1a2*, and *hapln1a*. Normalized expression values are shown; cells were sorted by cluster membership. Clusters 2 and 5 are highlighted in red frames. **c** Images of a 3 dpa heart section showing the ventricular wall with *tcf21:*nucEGFP in magenta and HCR staining of *podxl* in green. Nuclei were stained with DAPI (blue). A single-channel image of *podxl* is shown in grayscale on the right. Arrows indicate representative EGFP^+^*podxl*^+^ cells. Scale bar, 50 μm. **d** Images of a 3 dpa heart section showing the ventricular wall with *tcf21:*nucEGFP in magenta and HCR staining of *hapln1a* in green. Nuclei were stained with DAPI (blue). A single-channel image of *hapln1a* is shown in grayscale on the right. Arrows indicate representative EGFP^+^*hapln1a*^+^ cells. Scale bar, 50 μm. **e** Normalized expression levels of marker genes for the 3 dpa-specific cluster on UMAPs (3 samples combined).

### *ptx3a* and *col12a1b* label a transient epicardial subtype

We next focused on the markers of the 3 dpa-specific cluster 5 to characterize its identity. This cluster is enriched with pro-regenerative ECM and related genes including pentraxin 3 long a (*ptx3a*), collagen type XII alpha 1b (*col12a1b*), myristoylated alanine-rich protein kinase C substrate b (*marcksb*), and fibronectin 1a (*fn1a*) (Fig. 3e and Supplementary Fig. 4)^42–48^. In addition to the injury-induced epicardial expression of *fn1a* that is required for heart regeneration^42^, collagen XII (Col XII) deposition was reported to be boosted in both the epicardium and wounded tissues after cryoinjury in zebrafish^43^. However, the cellular sources of Fn and Col XII within the epicardial population were unclear. 

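At 3 dpa, ptx3a, listed as ENSDARG00000068275, was counted at 2.85 (2.76 to 2.94) UMIs per 10000 in aEPC-like cells, 0.961 (0.917 to 1.01) in mesenchymal-like cells and 0.673 (0.634 to 0.714) in epithelial-like cells. Immune-like cells held 0.202 (0.124 to 0.313). Thinned, 30.3% (26.3 to 34.5) of aEPC-like cells had a ptx3a UMI, against 6.16% (5.14 to 7.32) of mesenchymal-like cells. Unthinned, the shares were 73.6% and 16.5%, and 1.50% in immune-like cells. The level of col12a1b (ENSDARG00000019601) was 2.69 (2.61 to 2.77) in aEPC-like, 1.42 (1.37 to 1.48) in mesenchymal-like and 0.895 (0.850 to 0.942) in epithelial-like cells. Both genes also rose outside the aEPC-like cluster, and in mesenchymal-like cells at Ctrl ptx3a stood at 0.0252 and col12a1b at 0.0150. For marcksb (ENSDARG00000008803) the levels were 0.760 (0.717 to 0.806), 0.0800 (0.0676 to 0.0941) and 0.194 (0.174 to 0.217), and mural-like cells matched the aEPC-like level within counting error at 0.771 (0.596 to 0.981). The most abundant of the 4 genes, fn1a (ENSDARG00000019815), stood at 29.8 (29.5 to 30.1), 9.56 (9.42 to 9.70) and 16.3 (16.1 to 16.5). Immune-like cells held fn1a at 4.97 (4.54 to 5.43).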

Col XII is also an axon growth-promoting ECM that helps zebrafish spinal cord regeneration^44,45^. Ptx3 is a secreted humoral innate immunity factor that orchestrates inflammation and tissue repair^46^. Besides the interactions with pathogens and complement molecules, Ptx3 also interacts with ECM components, such as fibrin and plasminogen, to promote a timely removal of fibrotic ECM for efficient tissue repair^49,50^. Additionally, Ptx3 was reported to have a cardioprotective function after acute myocardial infarction^51^. MARCKS is a ubiquitous substrate for protein kinase C and regulates the secretion of different substances. It has been shown to be highly upregulated during optic nerve regeneration in zebrafish, lens regeneration in newts, and cardiac tissue regeneration following infarction in mice^47,48,52^. 

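Among other genes at 3 dpa, atp5mc1 was counted at 10.2 (9.99 to 10.3) UMIs per 10000 in aEPC-like cells, against 7.90 (6.45 to 9.58) in cardiomyocyte-like cells and 6.24 (5.72 to 6.79) in mural-like cells. The level of hmgb2b was 6.44 (6.31 to 6.57) in aEPC-like cells and 3.54 (3.15 to 3.96) in mural-like cells, and that of hsp90b1 5.54 (5.42 to 5.66) and 4.35 (3.92 to 4.81). For psmb1, the aEPC-like level of 3.76 (3.66 to 3.86) stood above the mural-like 3.03 (2.67 to 3.42). For serpinh1a, the levels in aEPC-like and mural-like cells, 1.37 (1.31 to 1.43) and 1.40 (1.16 to 1.68), differed by less than counting error. In epithelial-like cells hmgb2b stood at 2.81, hsp90b1 at 1.92 and serpinh1a at 0.599. In mesenchymal-like cells the levels were 1.29 for hmgb2b, 1.77 for hsp90b1 and 0.506 for serpinh1a.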

Other cluster 5 enriched top markers include high mobility group box 2b (*hmgb2b*), ATP synthase membrane subunit c locus 1 (*atp5mc1*), serpin peptidase inhibitor clade H member 1a (*serpinh1a*), proteasome 20S subunit beta 1 (*psmb1*), and heat shock protein 90 beta member 1 (*hsp90b1*) (Supplementary Fig. 5). In addition, almost all proliferating cells (*top2a*^+^, a G2/M phase marker) are within the 3 dpa-specific cluster 5 (Fig. 3e), suggesting that cluster 5 is likely the primary cellular driver to restore the epicardial population after amputation injury. 

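A top2a UMI was found in 244 cells over the 3 libraries, 236 of them at 3 dpa. The aEPC-like cluster held 161, a share of 66.0% (59.7 to 71.9). Another 55, 22.5% (17.5 to 28.3), were epithelial-like, 17 mesenchymal-like, 7 immune-like and 4 mural-like. The share of the aEPC-like cluster moved most without the batch term, to 92.6%, where the cluster was 1687 cells large. At 3 dpa, top2a was counted at 0.739 (0.696 to 0.785) UMIs per 10000 in aEPC-like cells, 0.166 (0.147 to 0.187) in epithelial-like cells and 0.496 (0.367 to 0.656) in immune-like cells. Thinned, 9.90% of aEPC-like and 1.27% of epithelial-like cells had a UMI, and unthinned 30.5% and 5.28%. Cardiomyocyte-like cells at 3 dpa, 22 in all with a median of 4388 UMIs, held none. From the place of the top2a+ cells, the paper proposes that cluster 5 is the main source of new epicardial cells after amputation.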

For an overview of the biological functions of marker genes for each cluster, we performed Gene Ontology (GO) enrichment analysis with specifically enriched transcripts in each core epicardial cluster (Supplementary Fig. 3e and Supplementary Data 3). Notable enriched GO terms in the 3 dpa-specific subset include ECM organization, regeneration, metabolic processes, and translation. These results suggest that the 3 dpa-specific cluster is a pro-regenerative subset that mediates ECM remodeling, immune responses, and epicardial cell repopulation.

We next characterized marker gene expression for the 3 dpa-specific cluster through HCR staining. *ptx3a* is undetectable in the epicardium in uninjured hearts (Fig. 4a). Upon amputation injury, *ptx3a* is initially expressed in the *tcf21*^+^ epithelial layer of the entire ventricular epicardium at 1 dpa (Fig. 4b). By 3 dpa, the epicardial *ptx3a* transcripts are mostly restricted to the injury site in both the epithelial and mesenchymal layers of the epicardium, labeling the leading front of the regenerating *tcf21*^+^ cells in the wound region (Fig. 4c and Supplementary Fig. 4). Interestingly, *tcf21:nucEGFP* expression is reduced in these *tcf21*^+^*ptx3a*^+^ leader cells (Fig. 4c), which recapitulates the scRNA-seq result that the 3 dpa-specific cells have relatively lower *tcf21* expression compared to cells of the other core clusters (Fig. 2h). This suggests changes in cell state including cell proliferation. At 7 dpa, the injury site is repopulated with predominantly *tcf21*^+^ cells, and *tcf21:nucEGFP* expression is comparable to the flanking regions. However, only the cells in the most newly regenerated region of the apex are *ptx3a*^+^ (Fig. 4d), further suggesting that *ptx3a* marks the leading front of the regenerating epicardium. The expression levels of *ptx3a* peak at 3 dpa, decrease at 7 dpa, and are minimal by 14 dpa (Fig. 4e). The results of *col12a1b* HCR staining demonstrated an expression pattern similar to *ptx3a*, as suggested by our scRNA-seq analysis (Supplementary Figs. 4 and 6). These results indicate that the 3 dpa-specific cluster labeled by *ptx3a* and *col12a1b* represents a transient and pro-regenerative epicardial cell population.

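In single cells at 3 dpa, 343 of the 379 aEPC-like cells with a ptx3a UMI also had col12a1b, where 291 would if the genes were independent. After thinning, 68 of 156 cells with ptx3a had both, with 50.6 expected. A col12a1b UMI was thus found in 43.6% (35.7 to 51.8) of the thinned cells with ptx3a and 27.6% (23.0 to 32.5) of those without. Among thinned mesenchymal-like cells the same shares were 27.3% (19.6 to 36.1) and 8.47% (7.24 to 9.83).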

**Fig. 4:**
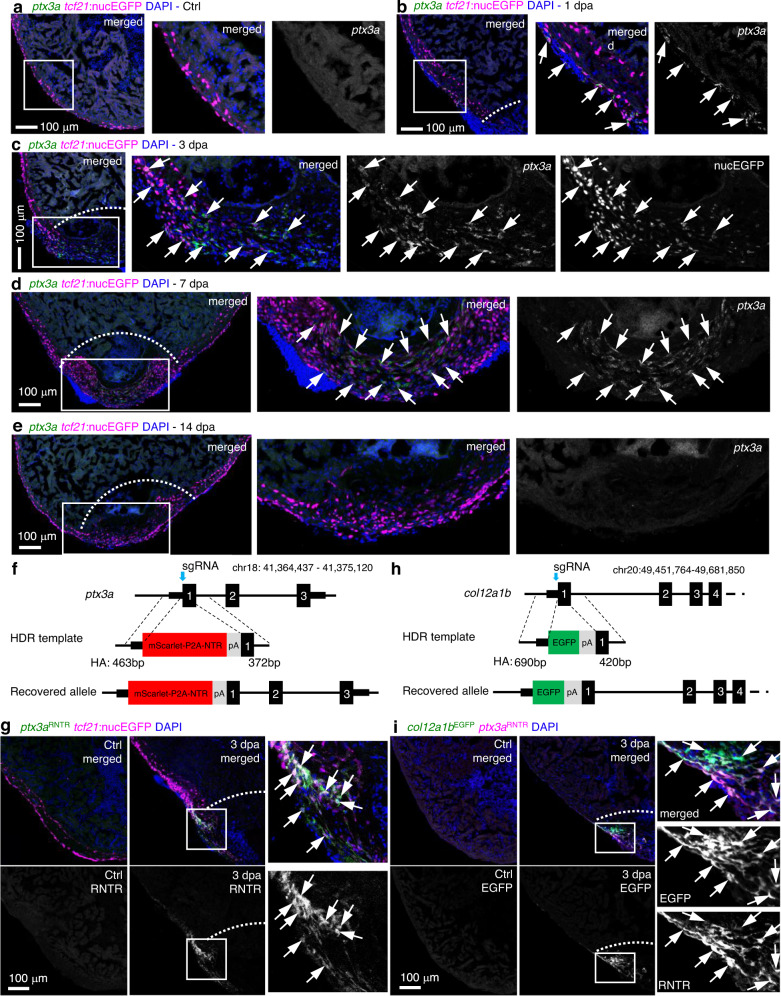
*ptx3a* and *col12a1b* label a transient pro-regenerative epicardial subtype. **a–e** HCR staining results of *ptx3a* (green) on heart sections collected at 1 (**b**), 3 (**c**), 7 (**d**), and 14 dpa (**e**) together with the uninjured control (Ctrl, **a**). *tcf21*:nucEGFP (magenta) labels the epicardial cells. Nuclei were stained with DAPI (blue). Single-channel images show signals of *ptx3a* or nucEGFP. White dashed lines indicate the injury sites. The framed regions are enlarged to show details on the right of each panel. Arrows denote representative *ptx3a*^+^EGFP^+^ cells. Scale bars, 100 μm. **f** Schematic for generating the knock-in alleles for *ptx3a*. The gRNA binding site is marked with a cyan arrow. **g** The *ptx3a*^*RNTR*^ reporter recapitulates expression of *ptx3a* in the injured heart (3 dpa). No conclusive epicardial expression was observed in the uninjured heart (Ctrl). *tcf21*:nucEGFP (magenta) labels the epicardial cells. Nuclei were stained with DAPI (blue). Single-channel images show signals of *ptx3a*^RNTR^ (with anti-DsRed antibody staining) at the bottom. White dashed lines indicate the injury sites. The framed regions are enlarged to show details on the right. Arrows denote representative RNTR^+^EGFP^+^ cells. Images of additional timepoints are in Supplementary Fig. 7. Scale bar, 100 μm. **h** Schematic for generating the knock-in alleles for *col12a1b*. The gRNA binding site is marked with a cyan arrow. **i** Section images showing *col12a1b*^*EGFP*^ reporter expression in green and *ptx3a*^*RNTR*^ expression in magenta (with anti-DsRed antibody staining). No epicardial EGFP expression was observed in the uninjured heart (left). Nuclei were stained with DAPI (blue). Single-channel images show signals of *col12a1b*^EGFP^ or *ptx3a*^RNTR^. White dashed lines indicate the injury sites. The framed regions are enlarged to show details on the right. Arrows denote representative EGFP^+^mCherry^+^ cells. Scale bar, 100 μm.

To aid subset labeling and tracing, we generated knock-in alleles using the Crispr/Cas9 technique. A mScarlet-P2A-NTR-polyA cassette was inserted right after the start codon of the *ptx3a* gene using a double-stranded HDR template that has 463 bp and 372 bp homology arms flanking the cassette. A seamless insertion allele *ptx3a*^*mScarlet-P2A-NTR*^ (*ptx3a*^*RNTR*^ for short) was recovered through genotyping and sequencing (Fig. 4f). mScarlet signals in *ptx3a*^*RNTR*^ hearts emerge in *tcf21*^+^ cells from 1 dpa, peak at 3 dpa in the regenerating epicardial cells flanking the injury site, decrease at 7 dpa, and are barely detectable by 14 dpa (Fig. 4g and Supplementary Fig. 7), recapitulating the endogenous *ptx3a* expression pattern. Of note, the lower mScarlet signals at 1 and 2 dpa is only visible after an anti-DsRed antibody staining. A *col12a1b*^*EGFP*^ allele was also generated using the same strategy to visualize the endogenous *col12a1b* expression (Fig. 4h, i, and Supplementary Fig. 8). We demonstrate that both *ptx3a*^*RNTR*^ and *col12a1b*^*GFP*^ drive the same expression pattern as the genes *ptx3a* and *col12a1b*: labeling the 3 dpa-specific cluster after heart injury with no apparent epicardial expression in the uninjured adult hearts. Thus, we can define the transient pro-regenerative epicardial subtype labeled by expression of *ptx3a* or *col12a1b*.

### *ptx3a*^+^*col12a1b*^+^ aEPCs differentiate into mural cells

To infer the origin and fates of the *ptx3a*^+^*col12a1b*^+^ subset, we applied the Monocle3 trajectory reconstruction algorithm to all clusters^53^. We found that the 3 dpa-specific subset sits on a branching point leading to the epithelial cluster 2 (branch a), part of the mural population (cluster 6, branch b), and the mesenchymal subsets (branch c, Fig. 5a, b). This suggests that the 3 dpa-specific cluster is a progenitor state with the potential to give rise to different types of cells, which we thus named the activated epicardial progenitor cell (aEPC) population. 

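Monocle 3 was not run here. In its place, the 20 nearest neighbours of each of the 515 aEPC-like cells at 3 dpa were counted, without the marker genes and the genes the paper names. Of the 10300 links, 89.8% stayed among aEPC-like cells. Of the 1049 links to other classes, 46.1% went to epithelial-like cells, 1.50 times their part of the other cells. Mesenchymal-like cells received 52.0%, 0.844 times their part. Mural-like cells received 20 links, 1.91%, at a ratio of 0.604, from 10 aEPC-like cells. None went to immune-like or cardiomyocyte-like cells. With the cells at 7 dpa added, the part of epithelial-like cells was 40.1%, 1.68 times their part of the other cells. Neighbour links carry no direction in time. From the branching point in its trajectory, the paper proposes that the cells of cluster 5 are a progenitor state and names them activated epicardial progenitor cells (aEPCs).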

To define the origin of these aEPCs, zebrafish carrying the *tcf21:Switch*;*tcf21:CreER*^*t2*^;*col12a1b*^*EGFP*^ reporters were treated with 4-Hydroxytamoxifen (4HT) at both the embryonic (1 to 5 days post fertilization (dpf)) and adult stages (from 6 to 4 days before the heart injury, Fig. 5c). Hearts were collected at 3 dpa to assess colocalization of the mCherry and GFP signals. As shown in Fig. 5d, all EGFP^+^ cells around the wound are mCherry^+^, suggesting that these *col12a1b*^+^ aEPCs are derived from the spared epicardial cells upon injury, particularly from the epithelial layer of *tcf21*^+^ cells (i.e., cluster 2, *podxl*^+^).

**Fig. 5:**
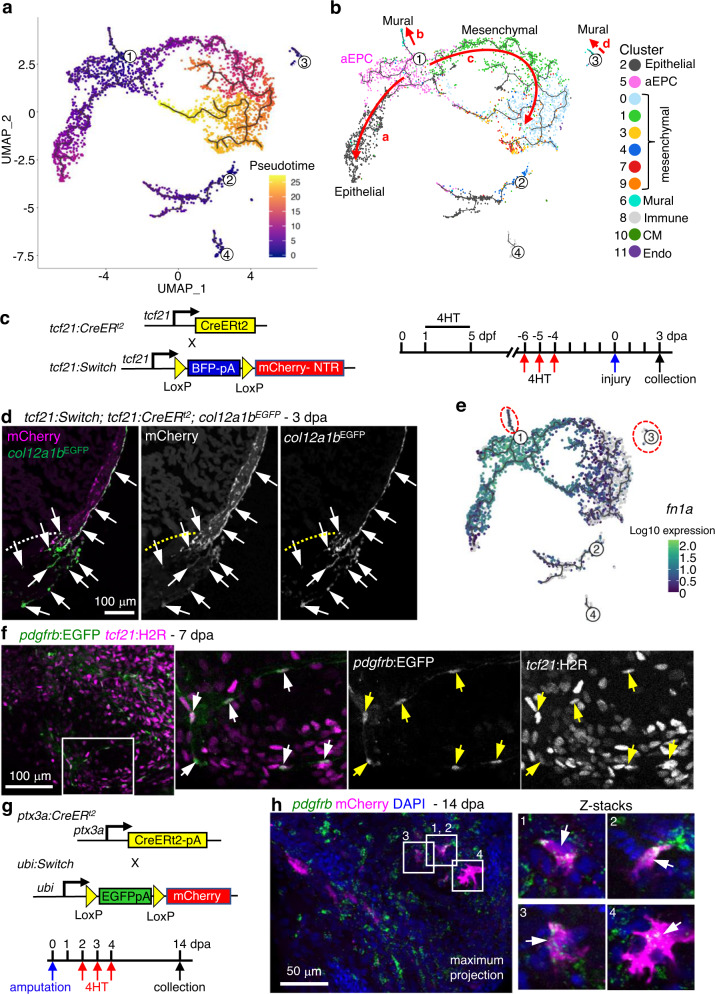
aEPCs give rise to *pdgfrb*^+^ mural cells during regeneration. **a**, **b** Cell trajectories suggested by pseudotime analysis with Monocle 3. Shown on a UMAP, the starting point of each trajectory was labeled with a number. The pseudotime is shown as a heatmap in **a**. Red arrows and letters highlight different branches in **b**. Clusters are labeled in the same number and color as in Fig. 2c. **c** Schematic of transgenic lines and experimental design to define the origin of aEPCs. 4HT was used at 10 μM. **d** Section images of 3 dpa hearts carrying the *tcf21:Switch; tcf21:CreER*^*t2*^*; col12a1b*^*EGFP*^ reporters. 4HT treatment was performed as indicated in **c**. mCherry and EGFP are shown in magenta and green, respectively in the merged image. Single-channel images are shown in grayscale. Arrows indicate representative EGFP^+^mCherry^+^ cells. White dashed lines indicate the injury sites. Scale bar, 100 μm. **e** *fn1a* expression shown on the pseudotime UMAP. The mural cell trajectories are circled with red dashed lines. **f** Whole-mount images of the ventricular surface showing expression of *pdgfrb:EGFP* (green) and *tcf21:H2R* (magenta) in transgenic lines at 7 dpa. The framed regions are enlarged to show details on the right, with single-channel images shown in grayscale. Arrows indicate representative EGFP^+^mCherry^+^ cells. Scale bar, 100 μm. **g** Schematic of transgenic lines and experimental design to define the fate of aEPCs. 4HT was used at 5 μM. **h** Whole-mount images of the ventricular surface from hearts carrying the *ubi:Switch; ptx3a:CreER*^*t2*^ reporters. *pdgfrb* expression is detected by HCR staining (green). mCherry is shown in magenta, and nuclei were stained with DAPI (blue). Arrows indicate representative *pdgfrb*^+^mCherry^+^ cells. A maximum projection image is shown on the left. Z-stack images of the numbered frames are shown on the right. Scale bar, 50 μm.

Interestingly, we noticed a standalone population of mural cells (branch “d”) in addition to the aEPC-derived branch “b” (Fig. 5b). A recent study found that *pdgfrb*^+^ cardiac mural cells are originated from the epicardium during heart development^30^. However, whether epicardial cells give rise to *pdgfrb*^+^ cells during heart regeneration is still unclear. 

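At 3 dpa, mural-like cells held fn1a at 7.94 (7.36 to 8.56) UMIs per 10000. Their level was 0.333 (0.218 to 0.488) at Ctrl and 4.19 (3.55 to 4.90) at 7 dpa. Thinned, 41.9% (30.5 to 53.9) of the 74 mural-like cells deep enough at 3 dpa had an fn1a UMI, with 33 left out. Unthinned, the share was 43.0% at a median of 3450 UMIs. The immune-like cells of that library, some of which may be doublets, had an fn1a UMI in 18.0% of thinned and 25.6% of unthinned cells. Their median was 5894 UMIs. Branches of mural cells were not separated here.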

Gene expression analysis indicates that the branch “b” mural cells express *fn1a*, while the branch “d” cells are mostly negative (Fig. 5e). Because *fn1a* expression is restricted to the injury site after 1 dpa^42^, we hypothesized that the branch “b” (*fn1a*^+^) mural cells in the wound are derived from aEPCs. We next crossed the *tcf21:H2A-mCherry* (or *tcf21:H2R* for short) line with a *pdgfrb:EGFP* reporter^30^. Upon heart injury, we observed *pdgfrb:*EGFP^+^*tcf21*:H2R^+^ cells in the wound at 7 dpa (Fig. 5f), further suggesting an epicardial origin of these mural cells in the wound. To confirm the differentiation capacity of aEPCs to mural cells, we generated a *ptx3a:CreER*^*t2*^ BAC line and crossed it with the *ubi:loxP-EGFP-loxP-mCherry* (*ubi:Switch*) line^54^. Adult zebrafish carrying the *ubi:Switch*;*ptx3a:CreER*^*t2*^ reporters were treated with 4HT from 2 to 5 dpa, and hearts were collected at 14 dpa for whole-mount HCR staining of *pdgfrb* (Fig. 5g). We observed mCherry^+^*pdgfrb*^+^ cells in the injury site, confirming an aEPC-to-mural differentiation (Fig. 5h). These results support the scRNA-seq-inferred notion that the 3 dpa-specific cluster entails activated epicardial progenitor cells that can give rise to mural cells in the regenerated hearts.

### aEPCs give rise to the epithelial and mesenchymal epicardium

To further characterize the additional aEPC differentiation potential for the mesenchymal epicardium (branch “c” in Fig. 5b), we focused on cells of the core clusters for which we observed dynamic gene expression patterns along the pseudotime branches “a” and “c” (Supplementary Fig. 3g). The epithelial epicardium initially expresses *fn1a*, *ptx3a*, and *col12a1b* to become aEPCs, followed by a transition to *hapln1a*-expressing mesenchymal cells. To confirm these gene expression dynamics, we performed HCR staining of *hapln1a* and *ptx3a*. 

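The epithelial-like, aEPC-like and mesenchymal-like cells at 3 dpa were ordered by diffusion pseudotime, computed without the marker genes and the genes the paper names and rooted in the epithelial-like cells, and divided into 10 equal bins. The median epithelial-like cell lay in bin 2, the median aEPC-like cell in bin 4 and the median mesenchymal-like cell in bin 8. The level of podxl was highest in bin 1, at 7.58 UMIs per 10000. In bins 4 and 5, ptx3a stood at 2.36 (2.25 to 2.48) and 2.28 (2.16 to 2.40), up from 0.926 in the first bin. In the same bins fn1a stood at 23.6 (23.2 to 23.9) and 23.8 (23.4 to 24.1), little above its 21.3 in the first bin, and col12a1b at 2.82 (2.69 to 2.95) and 2.99 (2.86 to 3.13), from 0.979. For each of these genes the 2 bins overlapped within counting error, so no order among the 3 is read from them. The highest level of hapln1a, 18.4 (17.8 to 19.1), was in bin 10, where ptx3a was down to 0.0800. With the cells at 7 dpa added, the peaks of ptx3a and fn1a lay in bin 3, that of col12a1b in bin 4 and that of hapln1a in bin 9. The direction of this order was set by the choice of the root. From the order of these genes along its pseudotime branches, the paper states that epithelial cells become aEPCs and then mesenchymal cells. It also rests this on stained sections over time and on lineage tracing, which these libraries do not hold.

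**Figure D2:**
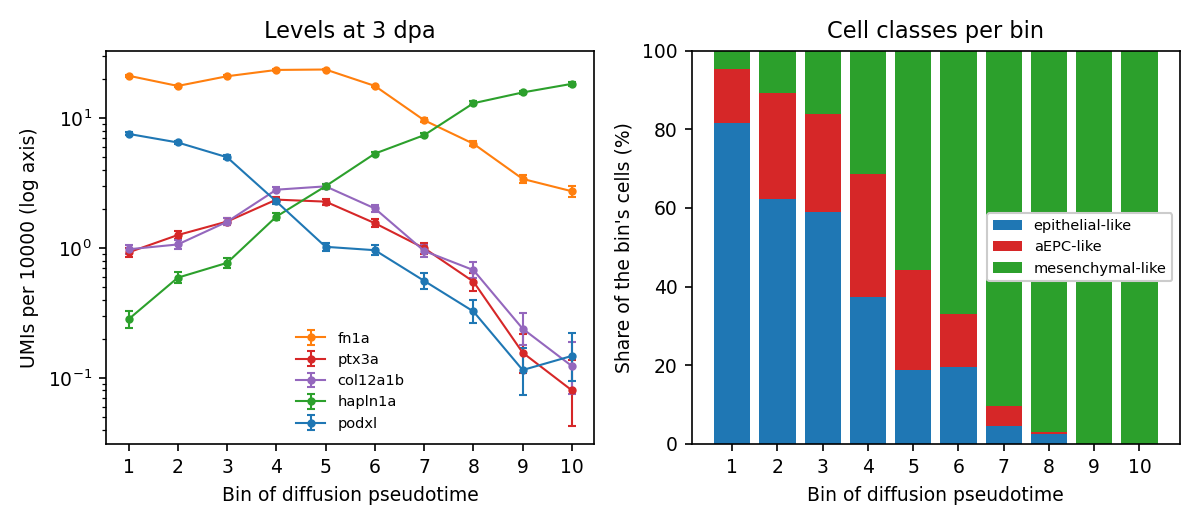
Levels of podxl, ptx3a, fn1a, col12a1b and hapln1a in UMIs per 10000 along 10 bins of diffusion pseudotime over the epithelial-like, aEPC-like and mesenchymal-like cells at 3 dpa, on a log axis with exact 95% Poisson intervals for counting error only, beside the share of each class in the bins. The curves are highest in bin 1 for podxl, bins 4 and 5 for ptx3a, fn1a and col12a1b, and bin 10 for hapln1a.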

As shown in Fig. 6a, cells expressing *hapln1a* in the mesenchymal epicardium lag behind the *ptx3a*^+^ leader cells that repopulate the wound at 3 dpa. At 7 dpa, *hapln1a* expression is enriched in the regenerated epicardial cells that flank the *ptx3a*^+^ cells in the wound (Fig. 6b). By 14 dpa, the regenerated *tcf21*^+^ cells in the wound are *hapln1a*^+^ but *ptx3a*^-^. These observations support the notion that aEPCs are the first responders in regenerating the epicardium, and that *hapln1a* likely marks the mature mesenchymal epicardium. To confirm the differentiation of aEPCs to *hapln1a*^+^ cells and the final fate of aEPCs upon completion of regeneration, adult zebrafish carrying the *ubi:Switch*;*ptx3a:CreER*^*t2*^ reporters were treated with 4HT from 2 to 5 dpa, and hearts were collected at 30 dpa for whole-mount HCR staining of *hapln1a* and *podxl* (Fig. 6d). We observed prominent colocalization of mCherry with *hapln1a* or *podxl* expression at 30 dpa (Fig. 6e–g). The mCherry^+^ cells reside in both the epithelial (Fig. 6e–g, arrowheads) and mesenchymal layer (Fig. 6e–g, arrows) of the regenerated epicardium, indicating a final fate of aEPCs to both epicardial layers (Fig. 6h). In conclusion, our cell tracing experiments demonstrate that upon injury, aEPCs are derived from the epithelial epicardium and serve as the cellular source to regenerate all three epicardium-derived subsets, including mural cells and epithelial and mesenchymal epicardial cells.

**Fig. 6:**
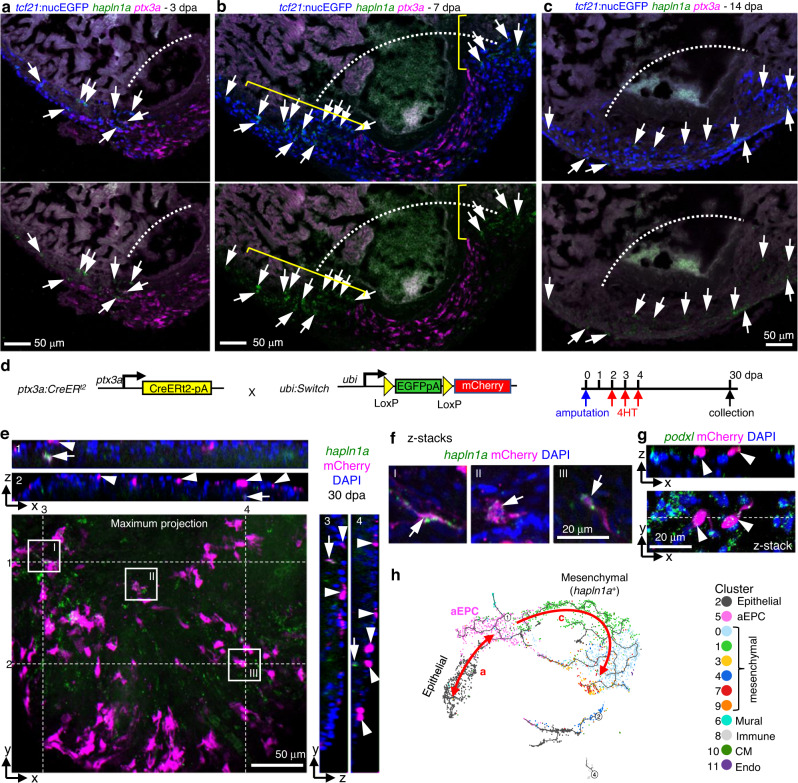
aEPCs give rise to the epithelial and mesenchymal epicardial cells. Section images showing HCR staining results of *hapln1a* (green) and *ptx3a* (magenta) at 3 (**a**), 7 (**b**), and 14 dpa (**c**). Epicardial cells are labeled with *tcf21*:nucEGFP (blue). Arrows in **a**–**c** indicate representative *hapln1a*^+^ cells. The brackets in **b** outline the regenerated regions that express *hapln1a*. White dashed lines indicate the injury sites. Scale bars, 50 μm. **d** Schematic of transgenic lines and experimental design to define the fate of aEPCs. 4HT was used at 5 μM. **e** Orthogonal view of a z-stack image showing the ventricular surface layers from hearts carrying the *ubi:Switch;ptx3a:CreER*^*t2*^ reporters. A maximum projection image of the x-y plane is shown with *hapln1a* expression (HCR staining) in green and mCherry in magenta. White dashed lines and numbers indicate positions for views of the y-z planes (right) and the x-z planes (top), respectively. Nuclei were stained with DAPI (blue) and was omitted from the maximum projection image to keep image clarity. Arrows indicate representative *hapln1a*^+^mCherry^+^ cells. Arrowheads indicate mCherry^+^ cells in the epithelial layer. Scale bar, 50 μm. The framed regions are enlarged to show details in **f**. **f** Optical section (z-stack) images of the framed regions in **e**. Arrows indicate *hapln1a*^+^mCherry^+^ cells. Scale bar, 20 μm. **g** Orthogonal view of a z-stack image showing the ventricular surface layers from hearts carrying the *ubi:Switch;ptx3a:CreER*^*t2*^ reporters. An optical section image (x-y plane) is shown at the bottom, and the x-z plane of z-stacks in shown on top. mCherry and HCR staining signals of *podxl* are shown in magenta and green, respectively. The white dashed line indicates position for the view of the x-z plane. Arrowheads indicate *podxl*^+^mCherry^+^ epithelial epicardial cells. **h** A UMAP highlights pseudotime trajectories a and c.

### aEPCs are indispensable for heart regeneration

To test the requirement of aEPCs for heart regeneration, we used the *ptx3a*^*RNTR*^ line to ablate aEPCs. Since the aEPCs emerge at 1 dpa and their number peaks at 3 dpa, we applied amputation injury and then bathed fish in 5 mM metronidazole for 3 successive days from 3 to 5 dpa with fish water being changed daily^15^. Hearts were collected at 7 dpa for analyses (Fig. 7a). Blood clots and large pieces of extra tissues were observed in the aEPC ablated hearts (13 of 14 hearts analyzed), while there is only a minor noticeable wound in the vehicle-treated NTR-positive group (12 of 18 hearts analyzed) and the Mtz-treated NTR-negative group (11 of 16 hearts analyzed, Fig. 7b). Remarkably, *tcf21*^+^ cells failed to repopulate the wound region after aEPC ablation, indicating impaired wound closure (Fig. 7c, d). CM proliferation, a hallmark of heart regeneration, is largely suppressed after aEPC ablation (~54% reduction compared to both control groups; Fig. 7e, f). By 30 dpa, Acid Fushin Orange G (AFOG) staining results indicate resolved fibrin and collagen deposition in the wound of vehicle-treated and Mtz-treated NTR-negative hearts. In contrast, prominent scar tissue is observed in 10 of 13 aEPC-ablated hearts, indicating failed regeneration (Fig. 7g, h). These results suggest that aEPCs are indispensable for successful heart regeneration.

**Fig. 7:**
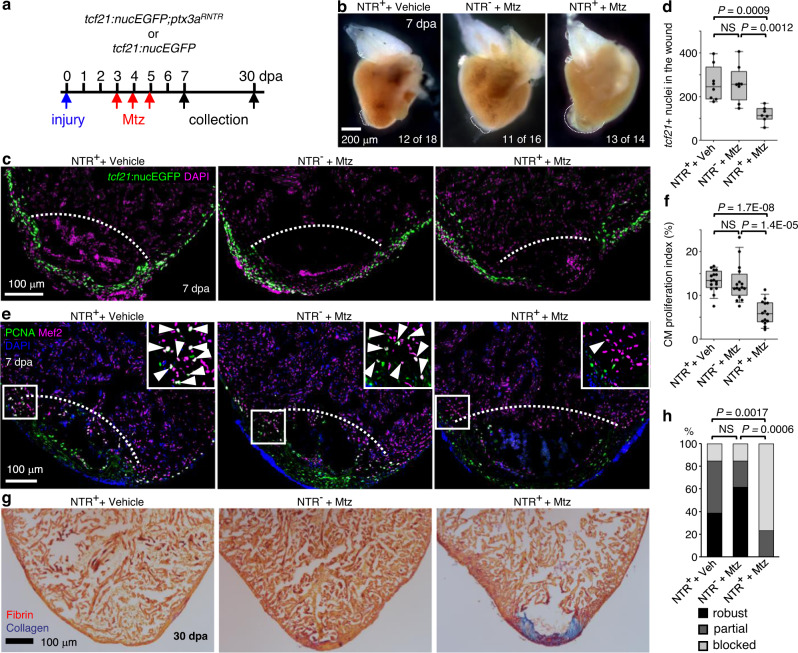
aEPC ablation blocks heart regeneration. **a** Experimental design. Siblings carrying the *ptx3a*^*RNTR*^ allele and/or the *tcf21:nucEGFP* reporter were treated with 5 mM Mtz or vehicle (Ctrl) from 3 dpa to 5 dpa. **b** Whole mount images of hearts collected at 7 dpa. Dash lines denote the injury sites. Large blood clot and extra tissue were observed in hearts of Mtz treated NTR^+^ animals (13 of 14) but not in those from the vehicle-treated NTR^+^ fish (12 of 18) or Mtz treated NTR^-^ fish (11 of 16). Scale bar, 200 μm. **c** Section images of injured ventricles from 3 treatment groups at 7 dpa. The epicardial cells are labeled with *tcf21:*nucEGFP (green). Nuclei were stained with DAPI (magenta). White dashed lines indicate the injury sites. Scale bar, 100 μm. **d** Quantification of EGFP^+^ cells in the wound region from experiments in **c**. From left to right, *n* = 8, 8, and 7, respectively. NS not significant. Two-tailed Student’s *t* test. **e** Section images of injured ventricles from 3 treatment groups at 7 dpa. Ventricular CM proliferation was assessed by anti-PCNA (green) and Mef2 (magenta) staining. Nuclei were stained with DAPI (blue). The framed regions are enlarged to show proliferating CMs (some denoted with arrowheads). **f** Quantified PCNA^+^ CM indices in injury sites in experiments from **e**. From left to right, *n* = 16, 16, and 14, respectively. NS, not significant. Two-tailed Student’s *t* test. **g** Section images of ventricles at 30 dpa stained with Acid Fuchsin-Orange G to characterize non-muscle components in the injuries (blue for collagen, red for fibrin). **h** Semiquantitative assessment of cardiac injuries based on muscle and scar morphology (robust, partial, or blocked regeneration). Data were analyzed using Fisher’s exact test. *n* = 13 for each treatment group. NS not significant. Box plots show the median (center line), upper and lower quartiles (box limits), minimum and maximum values (whiskers), and individual values (points). Source data are provided as a Source data file.

### aEPCs are the source of epicardial progenies and factors

Recent single-cell analyses of epicardium and epicardial-derived cells have identified pro-regenerative subpopulations in the adult heart. To assess how aEPCs relate to these subpopulations, we re-analyzed the published scRNA-seq datasets and the defined pro-regenerative genes. Kapuria et al. performed scRNA-seq of FACS-isolated *pdgfrb*^+^ mural cells from injured adult hearts and found that epicardium-derived *pdgfrb*^+^ mural cells are essential for coronary development and heart regeneration (Supplementary Fig. 9a, b)^30^. We demonstrated in our current study that at least part of these *pdgfrb*^+^ mural cells in the injury site are derived from aEPCs in adult hearts (Fig. 5). Sun et al. recently profiled single *tcf21*^+^ cells isolated from adult hearts upon CM ablation^13^. They found that an *hapln1a*^+^ subset providing hyaluronic acid (HA) is required for heart regeneration and compact muscle development. We processed their dataset and checked the expression of aEPC markers. As shown in Supplementary Fig. 9c, d, *ptx3a* and *col12a1b* are expressed in the injured 7-day sample but are merely detectable in the uninjured one. *Ptx3a* is primarily expressed in their cluster 2, which was suggested by Sun et al. to give rise to the adjacent clusters, including the *hapln1a*-enriched clusters^13^. This analysis and our results indicate the progenitor property of *ptx3a*^+^ epicardial cells in different heart injury models, and that the pro-regenerative *hapln1a*^+^ epicardial cells are progenies of *ptx3a*^+^ aEPCs. In addition, we previously reported a transcriptomic profile of 31 isolated *tcf21*^+^ cells from uninjured adult hearts^55^. We found that *caveolin-1* (*cav1*), a pan-epicardial marker expressed in all 3 clusters, is required for heart regeneration. In our current dataset, *cav1* expression is broadly observed across clusters, although it is relatively higher in the epithelial and aEPC subpopulations (Supplementary Fig. 4). Similarly, De Bakkers et al. found that deletion of another epicardial gene paired related homeobox 1b (*prrx1b*), blocked heart regeneration with increased fibrosis^14^. 

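Over the 3 libraries, cav1 was counted at 8.67 (8.57 to 8.77) UMIs per 10000 in epithelial-like cells and 5.4 (5.3 to 5.5) in aEPC-like cells. Mesenchymal-like cells held 1.64 (1.61 to 1.67) and mural-like cells 2.39 (2.18 to 2.61). The level in immune-like cells was 0.702 (0.609 to 0.805).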

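The level of prrx1a was 0.893 (0.870 to 0.916) UMIs per 10000 in mesenchymal-like cells, 0.626 (0.586 to 0.667) in aEPC-like cells and 0.248 (0.232 to 0.265) in epithelial-like cells, against 0.130 (0.0921 to 0.179) in immune-like cells. For prrx1b, 140 UMIs were counted in 103 of the 11317 mesenchymal-like cells, a level of 0.0209 (0.0176 to 0.0247), and 11 UMIs in the 2667 epithelial-like cells. Mural-like cells had the highest level of prrx1b, 0.209 (0.151 to 0.283). Immune-like cells held no prrx1b UMI, which allows a level of up to 0.0103.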

In agreement with De Bakkers et al.’s result, we found that *prrx1a* is expressed in both the outermost and inner layers of the epicardium in our dataset, while *prrx1b* expression is much lower and only detected in a few cells (Supplementary Fig. 4). Our re-analyses indicate that *ptx3a*^*+*^ cells are slightly reduced in the *prrx1b* mutant (Supplementary Fig. 9e–g). Thus, the pro-regenerative *cav1*^+^ or *prrx1*^+^ epicardial cells are broader populations that include the aEPCs and their progenies in the regenerating heart. These analyses define aEPCs as the primary cellular source of essential epicardial cell progenies for heart regeneration in zebrafish.

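The aEPC-like cells held aldh1a2 at 7.22 (7.08 to 7.36) UMIs per 10000 at 3 dpa, below 12.0 (11.9 to 12.2) in epithelial-like cells. For the fn1 paralog fn1b, the level in aEPC-like cells, 13.9 (13.7 to 14.1), was below those in epithelial-like and mesenchymal-like cells, 37.1 (36.8 to 37.4) and 67.1 (66.7 to 67.5). Over the 3 libraries, the order of fn1b between aEPC-like and epithelial-like cells turned around with log normalization. The levels of fstl1b were 6.42 (6.30 to 6.56) in aEPC-like, 6.17 (6.05 to 6.29) in epithelial-like and 7.96 (7.83 to 8.09) in mesenchymal-like cells. Those of fstl1a were 0.359 (0.329 to 0.391), 0.145 (0.127 to 0.164) and 0.432 (0.402 to 0.463). For tmsb4x the same 3 classes stood at 106 (106 to 107), 87.5 (87.1 to 88.0) and 59.9 (59.6 to 60.3), but immune-like cells held more, 126 (124 to 129). The level of col12a1b fell in aEPC-like cells from 3 dpa to 1.06 (0.729 to 1.49) at 7 dpa, over 24 cells, of which 5 were among the highest Scrublet scores.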

We have shown that aEPCs express published pro-regenerative factors such as *aldh1a2*, *fn1*, *fstl1*, *tmsb4x*, and *col12a1*^16,34,42,43,56,57^ (Supplementary Fig. 4). Expression of these factors is likely reduced upon aEPC ablation, which may contribute to regeneration defects. To further assess how aEPCs support myocardium regeneration, we checked the epicardium-derived mitogenic factor *nrg1*^41^. scRNA-seq data shows that *nrg1* expression is enriched in the mesenchymal epicardial cells (Fig. 3a). 

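At 3 dpa, nrg1 was counted at 0.141 (0.125 to 0.160) UMIs per 10000 in mesenchymal-like cells, 0.0641 (0.0518 to 0.0784) in aEPC-like cells and 0.0391 (0.0301 to 0.0499) in epithelial-like cells. Immune-like cells, at 0.0304 (0.00626 to 0.0887), overlapped the epithelial-like and aEPC-like levels within counting error. At Ctrl the mesenchymal-like level was 0.444 (0.416 to 0.474) and at 7 dpa 0.221 (0.204 to 0.239). The level in the 0-like cluster was 0.192 (0.160 to 0.228) at 3 dpa.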

We found that aEPC ablation significantly reduced *nrg1* expressing cells in the wound at 7 dpa (41% reduction compared to vehicle treatment and 43% reduction compared to the Mtz-treated NTR-negative group: Fig. 8a, b). In addition, Sun et al. demonstrated that the *hapln1a*^+^ epicardial cells mediate HA deposition for myocardial regeneration^13^. As expected, aEPC ablation significantly reduced the number of *hapln1a*^+^ mesenchymal epicardial cells in the wound by ~42% compared to the control groups at 7 dpa (Fig. 8c, d). Thus, reduced Nrg1 signals and HA deposition in the aEPC-depleted heart likely contribute to reduced CM proliferation and observed regeneration defects. In summary, our results suggest that aEPCs are the primary cellular source of the essential epicardial cell progenies and paracrine factors required for successful heart regeneration. Nrg1, HA, and *hapln1a*^+^ cells are among the downstream effectors of aEPC activation in supporting heart regeneration.

**Fig. 8:**
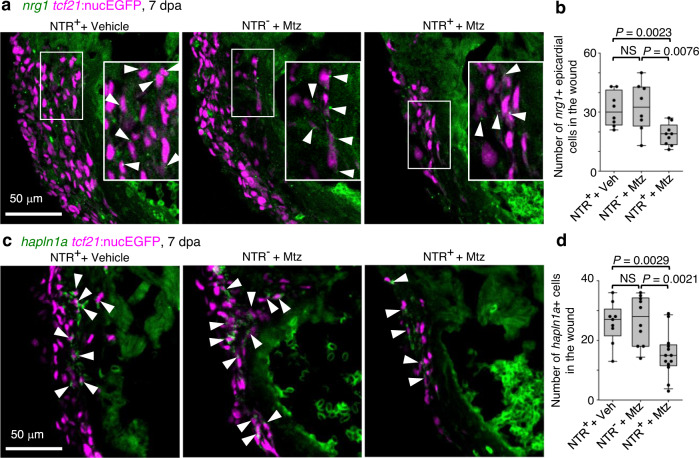
aEPC ablation reduced *nrg1* and *hapln1a* expression in the wound. **a** Section images of the injury site showing HCR staining of *nrg1* in green and *tcf21*:nucEGFP in magenta. The framed regions are enlarged to show details with arrowheads denoting representative *nrg1*^+^EGFP^+^ cells. Scale bar, 50 μm. **b** Quantification of *nrg1*^+^ epicardial cells in the wound regions shown in **a**. From left to right, *n* = 8, 8, and 9, respectively. NS, not significant. Two-tailed Student’s *t* test. **c** Section images of the injury site showing HCR staining of *hapln1a* in green and *tcf21*:nucEGFP in magenta. Arrowheads indicate representative *hapln1a*^+^EGFP^+^ cells. Scale bar, 50 μm. **d** Quantification of *hapln1a*^+^EGFP^+^ cells in the wound regions shown in **c**. From left to right, *n* = 9, 10, and 13, respectively. NS, not significant. Two-tailed Student’s *t* test. Box plots show the median (center line), upper and lower quartiles (box limits), minimum and maximum values (whiskers), and individual values (points). Source data are provided as a Source data file.

### Tgfβ signaling regulates aEPC EMT and differentiation

We next asked how epicardial EMT regulates heart regeneration. The Tgfβ pathway is known as a regulator of EMT and has been reported to play important roles in zebrafish heart regeneration in epicardial cells after heart injury^58^. However, the underlying mechanism is not fully understood. 

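At 3 dpa, tgfb1a was counted at 0.937 (0.888 to 0.988) UMIs per 10000 in aEPC-like cells, 0.312 (0.286 to 0.341) in epithelial-like cells, 0.446 (0.416 to 0.478) in mesenchymal-like cells and 1.55 (1.30 to 1.84) in mural-like cells. At Ctrl, where only 6 cells were aEPC-like, mesenchymal-like cells held 0.242 (0.221 to 0.264) and epithelial-like cells 0.120 (0.0861 to 0.163). Immune-like cells at 3 dpa held 0.192 (0.116 to 0.300). Of the 276 aEPC-like cells at 3 dpa with a tgfb1a UMI, 55.1% (49.0 to 61.0) also had snai1a, against 37.7% (31.5 to 44.1) of the others. After thinning, snai1a was found in 5 of the 49 cells with tgfb1a, 10.2% (3.40 to 22.2), and 6.87% (4.74 to 9.56) of the others, a difference not detectable at this depth. The level of snai1a in mesenchymal-like cells was 0.792 (0.754 to 0.831) at Ctrl, above that at 3 dpa.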

Our scRNA-seq data indicate an injury-induced upregulation of *tgfb1a* in part of the aEPCs, which matches the expression pattern of *snai1a* at 3 dpa (Fig. 9a). HCR staining showed co-expression of *tgfb1a* and *snail1a* in *col12a1b*^+^ aEPCs in the wound at 3 dpa (Fig. 9b). To further test the function of Tgfβ in aEPC EMT, we treated fish with SB431542 (a Tgfβ pathway inhibitor) after amputation injury and assessed heart regeneration at 7 dpa (Fig. 9c)^43^. This treatment led to large blood clots in all hearts (7 of 7 hearts), while DMSO-treated hearts are largely normal with a minor noticeable wound (5 of 6 hearts; Fig. 9d). We observed 55% and 53% reductions of *tcf21*^+^ cells and *ptx3a*^+^ cells, respectively, in the wound after SB431542 treatment. The thickness of the epicardial cell cap that covers the wound is also reduced by 71% on average (Fig. 9e–h). Further HCR staining demonstrated a 68% reduction of *hapln1a*^+^ mesenchymal epicardial cells entering the wound (Fig. 9i, j), suggesting defects of epicardial differentiation and EMT. Thus, Tgfβ inhibition largely mimics the aEPC depletion phenotypes. These results suggest that Tgfβ regulates EMT and mesenchymal cell differentiation of aEPCs, which are essential processes for heart regeneration.

**Fig. 9:**
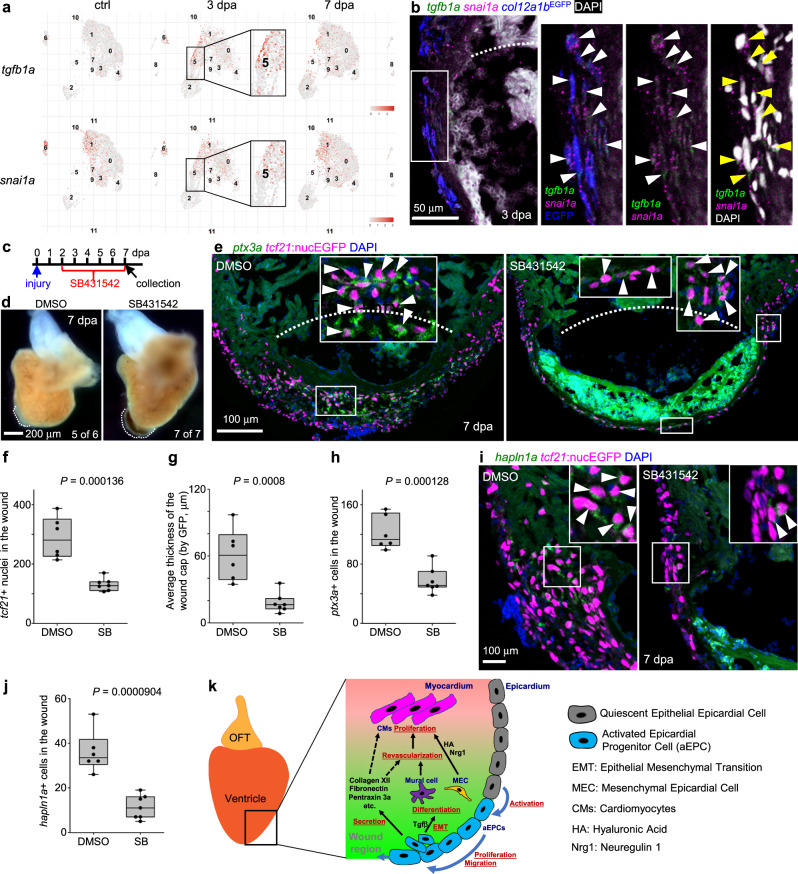
Tgfβ signaling regulates aEPC EMT and differentiation. **a** UMAPs showing *tgfb1a* and *snai1a* expression across samples. The aEPC population (cluster 5) is highlighted in frames. **b** Section images of the injury site showing HCR staining signals of *tgfb1a* and *snai1a* at 3 dpa in green and magenta, respectively. *col12a1b*^EGFP^ is shown in blue. The white dash line denotes the injury site. The framed region is enlarged to show details on the right with different channel combinations. DAPI staining is shown in white in the last panel. Arrowheads indicate representative *tgfb1a*^+^*snai1a*^+^EGFP^+^ cells. **c** Experimental design for SB431542 treatment. **d** Whole-mount images of hearts collected at 7 dpa. Dash lines denote the injury sites. Large blood clot and extra tissue were observed in SB431542-treated hearts (7 of 7), but not in those from the DMSO-treated fish (5 of 6). Scale bar, 200 μm. **e** Section images of injured ventricles at 7 dpa. The epicardial cells are labeled with *tcf21:*nucEGFP (magenta) and HCR staining signals of *ptx3a* in green. Nuclei were stained with DAPI (blue). White dashed lines indicate the injury sites. The framed regions are enlarged to show details with arrowheads indicating representative *ptx3a*^+^EGFP^+^ cells. Scale bar, 100 μm. Quantifications of t*cf21*:nucEGFP^+^ nuclei in the wound region (**f**), average thickness of the epicardial cap covering the wound (**g**), and number of *ptx3a*^+^ cells (**h**) from experiments in **e**. *n* = 6 (DMSO) and 7 (SB431542), respectively, for each quantification. Two-tailed Student’s *t* test. **i** Section images of the injury site showing HCR staining of *hapln1a* in green and *tcf21*:nucEGFP in magenta. The framed regions are enlarged to show details with arrowheads indicating representative *hapln1a*^+^EGFP^+^ cells. Scale bar, 100 μm. **j** Quantification of *hapln1a*^+^EGFP^+^ cells in the wound regions shown in **i**. *n* = 6 (DMSO) and 7 (SB431542), respectively. Two-tailed Student’s *t* test. **k** The working model. For simplicity, mesenchymal epicardial cells away from the injury site are omitted. The dashed lines indicate predicted mechanisms. Box plots show the median (center line), upper and lower quartiles (box limits), minimum and maximum values (whiskers), and individual values (points). Source data are provided as a Source data file.

### Comparison with mouse epicardial cells

To assess the similarities and differences between zebrafish and mouse epicardium, we analyzed a published scRNA-seq dataset of adult mouse epicardial cells (Supplementary Fig. 10). In the injured adult mouse heart, epicardial cells form a multi-cell layer in the wound^59^. Hesse et al. named these cells as epicardial stromal cells (EpiSC) and performed scRNA-seq of FACS-isolated EpiSC 5 days after myocardial infarction (MI)^10^. The dataset comprises 11 clusters that are separated into 3 groups: I, II, and III (Supplementary Fig. 10a). Cells in group I (expressing *Wt1*) are located in the outermost layer of the epicardium. Expression of group III markers are present throughout the activated epicardium but mostly in the inner layers of the epicardium. Group II has both epithelial clusters (expressing *Wt1*) and inner layer clusters and is enriched with ECM-related pathways^10^. We examined the expression of zebrafish cluster markers in the mouse dataset. As shown in Supplementary Fig. 10b–f, the homologs of zebrafish epithelial epicardium markers *Podxl*, *Sema3d*, and *Aldh1a2* are enriched in mouse EpiSC group I. The homologs of zebrafish aEPC markers *Ptx3*, *Col12a1*, *Marcks*, *Lox*, *Hop90b1*, *Serpinh1*, and *Tmsb4x* are primarily expressed in mouse EpiSC group II. The zebrafish mesenchymal or mural epicardium markers *Hapln1*, *Pdgfra*, and *Pdgfrb* are enriched in mouse EpiSC group III. In addition, zebrafish *fn1a*, *psmb1*, and *atp5mc1* are markers for aEPCs, but are also expressed in part of the epithelial epicardium cluster (Fig. 3e and Supplementary Fig. 5). Similarly, the mouse homologs *Fn1*, *Psmb1*, and *Atp5g1* are highly expressed in EpiSC groups I and II (Supplementary Fig. 10b–f). Thus, mouse EpiSC groups I, II, and III are comparable to zebrafish epithelial, aEPC, and mesenchymal/mural subsets, respectively.

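The epithelial-like level of fn1a was 0.181 (0.139 to 0.233) UMIs per 10000 at Ctrl and 4.18 (4.08 to 4.29) at 7 dpa. At 3 dpa, the ratio of aEPC-like to epithelial-like cells was 1.82 (1.80 to 1.85) for fn1a and 1.67 (1.60 to 1.74) for psmb1. For atp5mc1 it was 2.1. Epithelial-like cells at 3 dpa held psmb1 at 2.26 (2.18 to 2.33) and atp5mc1 at 4.83 (4.73 to 4.94), against 0.506 and 0.550 at Ctrl. Thinned, 61.8% of epithelial-like and 88.2% of aEPC-like cells at 3 dpa had an fn1a UMI. Unthinned, the shares were 79.8% and 95.3%, at medians of 14306 and 27906 UMIs.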

However, unlike in zebrafish, mouse epithelial epicardial cells do not give rise to mesenchymal EpiSCs in the infarct^10^. This observation was also supported by other studies^6,60^. Although group II of the mouse EpiSC does express markers of zebrafish aEPCs, Hesse et al. study showed no differentiation trajectory from group II to cells in other groups. These differentiation deficiencies may contribute to the limited regenerative capacity of the adult mouse heart, which warrant further genetic studies in mice. In all, this comparison demonstrates both similarities and differences in epicardial populations between zebrafish and mice. It also implies that activating such a progenitor state in mice has the potential to promote cardiac repair.

## Discussion

Here we have defined the epithelial, mesenchymal, and mural subsets of the epicardial lineage in adult zebrafish. We identified the *ptx3a*^+^*col12a1b*^+^ epicardial cells as the adult progenitors - aEPCs. These aEPCs undergo EMT and orchestrate ECM remodeling and cell differentiation to mediate heart regeneration (Fig. 9k). Thus, augmenting aEPC activation after heart injury is of potential value for enhancing heart regeneration.

Our modRNA-assisted genetic tracing demonstrated an active epicardial EMT process during heart regeneration in adult zebrafish. It was reported that epicardial EMT occurs prior to fate specification in a chick heart development model^61^. Hampering epicardial EMT in mice abolishes epicardial lineages and leads to severe heart development defects^62–64^. In contrast to zebrafish, adult mammalian epicardial cells have no or limited EMT upon heart injuries^6,60^. Our study further highlights that deficiency in epicardial EMT may contribute to the limited regenerative capacity of the adult mammalian heart. In addition, we demonstrate pericardial sac injection of modRNA as an approach for mechanistic studies of the epicardium, which can be applied in multiple contexts in both zebrafish and mammals (e.g., gain- and loss-of-function assays for epicardial activation and EMT).

Previous work with the *tcf21:CreER*^*t2*^ transgenic line discovered that epicardial cells contribute to a large amount of perivascular (or mural) cells during zebrafish heart regeneration^18^. However, since the *tcf21* reporters also marks part of the *pdgfrb*^+^ mural cells during regeneration, it was unclear whether these perivascular contributions originated from the existing *tcf21:*CreER^+^*pdgfrb*^+^ mural cells or epicardial progenitors. Our pseudotime analysis uncovers the existence of both trajectories, and we confirm experimentally that at least a subset of the mural cells in the injury site is derived from aEPCs. The *hapln1a*^+^ mesenchymal subset is divided into multiple clusters, which indicates further heterogeneity. These subsets may have additional functions in supporting regeneration even if their relative proportion remains unchanged. Gene expression profiles suggest that some mesenchymal epicardial cells may have a fibroblast identity, which warrants further investigation. Our GO term analysis suggests a number of unique contributions that each core epicardial cluster makes during regeneration. How these subsets coordinate with each other and with other cardiac cell types to exert efficient regeneration needs further study. A recent study by Sun et al. demonstrated that the *hapln1a*^+^ epicardial cells mediate HA secretion and myocardial development and regeneration^13^. Thus, both studies suggest that the entire epicardial population actively participated in the regeneration process with diverse cellular and paracrine contributions.

We showed that genetic ablation of *col12a1b*-expressing aEPCs upon heart injury led to the formation of collagen-enriched scar tissues at 30 dpa. This suggests that the initial deposition of the pro-regenerative collagen XII^44,45^ may be necessary for regeneration. Notably, it was reported that transient collagen deposition is required for zebrafish heart regeneration in a cryoinjury model^37^. The pro-regenerative collagen remodeling, in terms of the composition of collagen components and the associated deposition timing warrants further investigation. Although it has been shown that Tgfβ inhibition blocks heart regeneration^58^, our results provide further cellular insights that Tgfβ-regulated EMT and differentiation of aEPCs contribute to heart regeneration. Spatiotemporal activity of the Tgfβ signaling may regulate dynamic ECM deposition. Moreover, the function of *ptx3a* implies a major role of aEPCs in mediating inflammation during regeneration^46^. Thus, our discovery suggests aEPCs as a molecular hub connecting ECM remodeling and immune responses during regeneration. Our findings also open new research avenues to precisely manipulate the regeneration program.

In mammals, the adult epicardium shows analogous activation upon heart injury (such as re-activation of embryonic gene expression, proliferation, and secretion), but this activation is limited in terms of mitogen secretion, EMT, and differentiation capacity^6,10,60^. The similarities between zebrafish aEPCs and mouse epicardial-derived cells suggest that awakening the progenitor potential in the adult mammalian epicardium could promote cardiac repair after myocardial infarction. In all, our study has revealed the plasticity of adult epicardial cells and highlighted the aEPCs as a target for enhancing cardiac regeneration.

## Methods

### Animal maintenance and procedures

Animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at Weill Cornell Medical College. Adult zebrafish of the Ekkwill and Ekkwill/AB strains were maintained following standard protocols^2,65^. Briefly, water temperature was maintained at 28 °C, and fish were kept on a 14/10 light/dark cycle at a density of 5–10 fish per liter. Animals between 3 and 12 months of both sexes were used for adult experiments. Heart resection injury was done following the published protocol^66^. Briefly, zebrafish were anesthetized in 0.02% Tricaine (Pentair, cat# TRS1) and placed ventral side up into a moist, slotted sponge. Iridectomy scissors (World Precision Instruments, cat# 501234 and 14124) are used to make a small incision that penetrates the skin and pericardial sac. The ventricle is exposed by gentle abdominal pressure, and 10–15% of the ventricle at the apex is removed by scissors. After surgery, fish are returned to the fish water and stimulated to breathe by vigorously squirting water over the gills with a pipette. For aEPC ablation, we applied amputation injury and then bathed fish in 5 mM metronidazole (Mtz, Sigma-Aldrich, M1547) for 3 successive days from 3 to 5 dpa with fish water being changed daily^15^. For lineage tracing, embryos and larvae were treated with 10 μM 4-Hydroxytamoxifen (4HT, Sigma-Aldrich, H7904) in fish water for time periods as mentioned in the figures. Adult fish were placed in a mating tank of aquarium water containing 5 or 10 μM 4HT as noted in the figures. Fish were maintained for 16 h, rinsed with fresh aquarium water, and returned to a recirculating aquatic system for 8 h, before repeating this incubation, as noted in the figures. For Tgfβ pathway inhibition, adult fish were incubated with 20 μM SB431542 as noted in the Figures with daily water changes^43^. The following previously published lines were used: *Tg(tcf21:nucEGFP)*^*pd41*^ (ref. 18), *Tg(tcf21:H2A-mCherry)*^*pd252*^ (ref. 67), *Tg(pdgfrb:EGFP)*^*ncv22*^ (ref. 68), and *Tg(ubi:loxP-EGFP-loxP-mCherry)*^*cz1701*^ (*ubi:Switch*) (ref. 54). Newly generated lines are described below. All reporters were analyzed as hemizygotes. Transgenic lines generated in this study are readily available on request.

### modRNA synthesis and injection

modRNAs of Cre were synthesized following the published protocol^69^. Briefly, modRNA was transcribed in vitro from a Cre plasmid template using a customized ribonucleotide blend of anti-reverse cap analog CleanCap Reagent AG (3’ OMe) (6 mM, TriLink Biotechnologies, cat# N-7413), guanosine triphosphate (1.5 mM, Life Technology), adenosine triphosphate (7.5 mM, Life Technology), cytidine triphosphate (7.5 mM, Life Technology) and N1- Methylpseudouridine-5’-Triphosphate (7.5 mM, TriLink Biotechnologies, cat# N-1081). mRNA was purified using the Megaclear kit (Life Technology, cat# AM1908) and treated with antarctic phosphatase (New England Biolabs), followed by re-purification using the Megaclear kit. mRNA was precipitated with ethanol and ammonium acetate, and resuspended in 10 mM Tris-HCl, 1 mM EDTA. The Cre ORF sequence is: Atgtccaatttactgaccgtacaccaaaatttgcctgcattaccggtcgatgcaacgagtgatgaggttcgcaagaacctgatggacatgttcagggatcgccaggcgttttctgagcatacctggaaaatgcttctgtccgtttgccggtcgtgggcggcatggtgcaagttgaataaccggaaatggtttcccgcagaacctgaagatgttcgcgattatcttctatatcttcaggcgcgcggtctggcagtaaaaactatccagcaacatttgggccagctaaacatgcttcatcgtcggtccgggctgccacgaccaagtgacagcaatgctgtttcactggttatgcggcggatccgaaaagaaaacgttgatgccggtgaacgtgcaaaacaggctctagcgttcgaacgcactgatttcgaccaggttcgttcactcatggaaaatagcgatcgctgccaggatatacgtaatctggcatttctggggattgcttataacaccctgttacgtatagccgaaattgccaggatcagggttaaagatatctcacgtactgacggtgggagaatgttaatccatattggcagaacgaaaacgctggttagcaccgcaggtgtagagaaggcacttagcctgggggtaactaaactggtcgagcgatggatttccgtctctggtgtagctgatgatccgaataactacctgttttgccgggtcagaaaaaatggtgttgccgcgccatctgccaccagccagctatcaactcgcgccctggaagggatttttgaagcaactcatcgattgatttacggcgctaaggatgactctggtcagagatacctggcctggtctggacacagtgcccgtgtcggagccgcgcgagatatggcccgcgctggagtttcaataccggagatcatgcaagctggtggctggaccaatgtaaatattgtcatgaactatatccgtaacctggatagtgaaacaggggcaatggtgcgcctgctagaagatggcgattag. Up to 2 μl of 10 mg/ml purified Cre modRNA was injected into the pericardial sac of each fish following the published protocol^22^. Briefly, zebrafish were anesthetized in 0.02% Tricaine (Pentair, cat# TRS1) and placed ventral side up into a moist, slotted sponge. Under the stereomicroscope, insert the needle tip of a 10 μl Hamilton syringe (vwr, cat# 80008) at a 40-degree angle relative to the body axis without poking the heart. Once the needle tip is inside the pericardial sac, gently inject 2 μl of the modRNA solution.

### Generation of knock-in lines

We applied a Crispr/Cas9 knock-in strategy to insert EGFP-poly A, or mScarlet-P2A-NTR-poly A cassette right after the start codon following a published protocol^70^. Briefly, 2~3 sgRNAs close to the ATG site were selected by using a design tool from Integrated DNA Technologies, Inc. HDR (Homology-directed repair) templates were designed to include a mutated sgRNA target site, homology arms (HAs) flanking the ATG start codon, and a cassette encoding EGFP, or mScarlet-P2A-NTR with polyA. Gene-specific Alt-R crRNAs were synthesized by IDT. Bipartite synthetic sgRNAs were heteroduplexed by using crRNAs and a tracrRNA according to manufacturer recommendations. HDR sequences were synthesized by GENEWIZ and ligated to a pUC57 vector. HDR templates were digested from the pUC57 vector with flanked blunt-ends restriction enzymes and were column-purified. 250 ng/μl sgRNA, 250 ng/μl rCas9 (PNA Bio), and 50 ng/μl HDR templates were injected into one-cell stage embryos. Stable transgenic lines with seamless insertion alleles were identified by genotyping and sequencing of F1s. The following knock-in alleles were generated for this study:

#### *Tg(ptx3a:mScarlet-P2A-NTR)*

A mScarlet-P2A-NTR-poly A cassette was inserted right after the start codon using the following gRNAs and HAs. sgRNA1: AACAAGGAGGACCATCCAAG; sgRNA2: GTCTTGCTCATATTAACACA. 5’HA: 5’-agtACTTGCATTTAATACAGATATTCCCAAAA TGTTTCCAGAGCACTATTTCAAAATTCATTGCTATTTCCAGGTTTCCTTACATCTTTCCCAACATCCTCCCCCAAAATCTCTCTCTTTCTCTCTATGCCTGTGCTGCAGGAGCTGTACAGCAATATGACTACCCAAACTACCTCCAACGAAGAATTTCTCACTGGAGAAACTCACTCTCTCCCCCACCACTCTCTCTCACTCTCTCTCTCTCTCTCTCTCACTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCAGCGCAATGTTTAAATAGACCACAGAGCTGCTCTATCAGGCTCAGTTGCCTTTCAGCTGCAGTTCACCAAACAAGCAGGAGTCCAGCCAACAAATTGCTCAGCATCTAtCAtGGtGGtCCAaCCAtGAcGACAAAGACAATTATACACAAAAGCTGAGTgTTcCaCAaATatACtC-3’; 3’HA: 5’-agtACTTATTGCATAC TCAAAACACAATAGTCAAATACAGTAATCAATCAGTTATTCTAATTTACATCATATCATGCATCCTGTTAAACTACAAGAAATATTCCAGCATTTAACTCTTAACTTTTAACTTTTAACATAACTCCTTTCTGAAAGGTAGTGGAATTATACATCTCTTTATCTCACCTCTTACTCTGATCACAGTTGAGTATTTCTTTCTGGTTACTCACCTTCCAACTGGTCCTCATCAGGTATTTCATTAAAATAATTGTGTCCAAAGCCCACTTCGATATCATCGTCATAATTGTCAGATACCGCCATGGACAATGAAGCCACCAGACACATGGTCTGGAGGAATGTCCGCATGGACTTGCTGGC-3’. The underlined sequences are the mutated gRNA binding sites with the mutations shown in lower case letters. The full name of this line is *Tg(ptx3a:mScarlet-P2A-NTR)*^*wcm107*^ (*ptx3a*^*RNTR*^ for short).

#### *Tg(col12a1b:EGFP)*

An EGFP-poly A cassette were inserted right after the start codon using the following gRNAs and HAs. sgRNA1: CCTGACCGACATCTTCACCC; sgRNA2: CTGACATCAGTGAGAGCCCA, sgRNA3: AATTATTAGAGTCTTAACCA; 5’HA: 5’-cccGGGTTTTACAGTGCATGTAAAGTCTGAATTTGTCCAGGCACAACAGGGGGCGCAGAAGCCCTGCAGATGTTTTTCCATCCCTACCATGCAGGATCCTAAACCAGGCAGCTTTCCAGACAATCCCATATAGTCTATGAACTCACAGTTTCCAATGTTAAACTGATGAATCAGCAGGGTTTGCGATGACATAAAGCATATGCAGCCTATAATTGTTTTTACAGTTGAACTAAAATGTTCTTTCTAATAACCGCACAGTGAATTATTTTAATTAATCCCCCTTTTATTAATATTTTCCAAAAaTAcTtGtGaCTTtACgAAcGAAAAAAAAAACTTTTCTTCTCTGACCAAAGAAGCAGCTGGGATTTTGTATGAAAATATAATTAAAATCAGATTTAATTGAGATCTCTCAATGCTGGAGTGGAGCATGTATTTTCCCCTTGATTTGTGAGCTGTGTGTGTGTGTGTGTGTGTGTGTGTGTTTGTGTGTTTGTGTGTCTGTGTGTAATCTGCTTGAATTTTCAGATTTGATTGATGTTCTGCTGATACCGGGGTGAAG−3’; 3’HA: 5’-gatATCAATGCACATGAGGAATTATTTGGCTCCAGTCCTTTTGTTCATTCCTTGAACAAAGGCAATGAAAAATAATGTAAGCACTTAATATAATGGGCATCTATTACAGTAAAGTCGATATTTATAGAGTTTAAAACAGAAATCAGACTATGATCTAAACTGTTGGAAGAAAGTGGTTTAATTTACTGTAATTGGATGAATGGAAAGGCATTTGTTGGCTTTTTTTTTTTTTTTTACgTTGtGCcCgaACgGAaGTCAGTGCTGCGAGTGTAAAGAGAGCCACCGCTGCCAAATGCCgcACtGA-3. The underlined sequences are the mutated gRNA binding sites with the mutations shown in lower case letters. The line in use was generated by using sgRNA1. The full name of this line is *Tg(col12a1b:EGFP)*^*wcm108*^ (*col12a1b*^*EGFP*^ for short).

### Generation of *Tg(ptx3a:CreER*^*t2*^*)* zebrafish

The translational start codon of *ptx3a* in the BAC clone CH211-272F3 was replaced with a *CreER*^*t2*^*-polyA* cassette in SW105 cells using recombineering^71,72^. The 5’ and 3’ HAs for recombination are 300~500-base pair (bp) fragments upstream and downstream of the start codon and were PCR amplified with restriction enzyme site and inserted into a vector to flank the *CreER*^*t2*^*-polyA* cassette. The primer sequences were: ptx3a-5HA-forward: gcggccgcAGTACTTGCATTTAATACAGAT; ptx3a-5HA-reverse: gaattcGTGTTAATATGAGCAAGACTCA; ptx3a-3HA-forward: gggcccAGtACTTATTGCATACTCAAAAC; and ptx3a-3HA-reverse: GCCAGCAAGTCCATGCG. The same technology was used to replace the loxP site in the BAC vector with a cassette containing the Tol2 fragments, as well as a lens-specific crystallin promoter upstream of mCherry (iTol2Amp-γ-crystallin:RFP, a gift from Nadia Mercader Huber; Addgene plasmid # 108455)^73^. The final BAC was purified with Nucleobond BAC 100 kit (Clontech) and co-injected with 50 ng/μl Tol2 RNA into one-cell-stage zebrafish embryos. Stable transgenic lines were selected. The full name of this line is *Tg(ptx3a:CreER*^*t2*^*)*^*wcm109*^.

### Generation of *Tg(tcf21:loxP-BFP-pA-loxP-mCherry-NTR)* zebrafish

To make a BAC construct, the translational start codon of *tcf21* in the BAC clone DKEYP-79F12 was replaced with the *loxP-BFP-polyA-loxP-mCherry-NTR-polyA* cassette by Red/ET recombineering technology (Gene Bridges)^74^. The 5’ and 3’ homologous arms for recombination were a 50-base pair (bp) fragment upstream and downstream of the start codon and were included in PCR primers to flank the *loxP-BFP-polyA-loxP-mCherry-NTR-polyA* cassette. To avoid aberrant recombination between the insertion cassette and the endogenous *loxP* site in the BAC vector, we replaced the vector-derived *loxP* site with an I-Sce I site using the same technology. The final BAC was purified with Nucleobond BAC 100 kit (Clontech) and co-injected with I-Sce I into one-cell-stage zebrafish embryos. Stable transgenic lines with bright fluorescence were selected. The full name of this line is *Tg(tcf21:loxP-BFP-pA-loxP-mCherry-NTR)*^*wcm110*^ (*tcf21:BsRNTR* for short).

### Single cell-RNA sequencing

Ventricles were collected from adult *tcf21:nucEGFP* fish at 6 months of age. Ventricular nucEGFP^+^ epicardial cells were isolated following the published protocol^55^. Briefly, ventricles were collected on ice and washed several times to remove blood cells. Ventricles were digested in an Eppendorf tube with 0.5 ml HBSS plus 0.13 U/ml Liberase DH (Roche) at 37 °C, while stirring gently with a Spinbar® magnetic stirring bar (Bel-Art Products). Supernatants were collected every 5 min and neutralized with sheep serum. Dissociated cells were spun down and re-suspended in DMEM plus 10% fetal bovine serum (FBS) medium with 1.5 μg/ml propidium iodide (PI) and sorted using a Becton-Dickinson Aria II sorter for EGFP-positive and PI-negative cells. The isolated cells were sent to the Epigenomics Core Facility of Weill Cornell Medicine for single cell RNA-seq library preparation using the 10x Genomics Chromium Single Cell 3’ GEM, Library & Gel Bead Kit v3, and Chromium Single Cell B Chip Kit. The libraries were sequenced on a pair-end flow cell with a 2 ×50 cycles kit on Illumina HiSeq4000.

### scRNA-seq analysis

The raw reads were aligned and processed with the CellRanger pipeline (v. 3.0.2) using the zebrafish genome version GRCz10. Subsequent analyses were performed in R (v. 3.5.1) following the recommendations of Amezquita et al. (https://osca.bioconductor.org/)^75^ using numerous functions provided in the R packages scater (v. 1.10.1) and scran (v. 1.16.0)^76,77^ as well as Seurat (v. 3.1.0) following the tutorials of the Satija Lab (https://satijalab.org/seurat/)^78^. We first removed low-quality droplets and rarely covered genes from all samples: cells were required to have a minimum of 10^2.5^ genes and maximum of 5% mitochondrial reads; and genes were removed if they were detected in either fewer than 0.2% of the cells or in fewer than 5 cells per sample. Read counts of 3 samples were normalized using *SCTransform* as implemented in Seurat v3.1 correcting for batch effects between the samples^79^. For visualizations and additional downstream analyses, the SCTransform-normalized (log-transformed) expression values were used unless noted otherwise.

For identifying clusters of cells with similar global transcriptomes, a shared nearest neighbor graph was constructed using Seurat’s *FindNeighbors* function with default settings (e.g. *k* = 20) and using the first 20 principal components following PCA. Clusters were identified with Seurat’s *FindClusters* function with the resolution parameter set to 0.3 (ref. 80). In addition, UMAP coordinates were calculated^81^. We assessed the identity of the cells within the resulting clusters using marker genes detected by Seurat’s *FindAllMarkers* function with default settings as well as marker genes identified by SC3 (v. 1.10.1)^82^. Gene Ontology (GO) analysis was performed by using *clusterProfiler* (v. 3.10.1)^83^. By focusing on the core clusters, we re-did all processing steps including removal of genes that were expressed in fewer than 5 cells, calculation of normalized expression values correcting for the batch effect of the different conditions, PCA, clustering, and UMAP calculation.

To infer the developmental order of certain subpopulations within the regenerating samples, we applied the trajectory reconstruction algorithm Monocle 3 (v. 0.1.3)^53^. We converted the read counts into a monocle object and re-processed the data using *preprocess_cds* with the number of dimensions set to 100. Cells were clustered with *cluster_cells* using the UMAP dimensions. To identify the trajectories of individual cells through the UMAP space, *learn_graph* was used. To determine pseudotime values, root nodes were identified for each partition (as determined in the previous step) and pseudotime values were calculated based on each cell’s projection on the principal graph.

### Histology and microscopy

Freshly collected hearts were fixed with 4% paraformaldehyde (PFA) for 2 h at room temperature or overnight at 4 °C. Fixed hearts were mounted with Fluoromount G (Southern Biotechnology, cat#0100-01) between two coverslips for imaging of both ventricular surfaces, embedded in low-melting point agarose for whole-mount imaging, or applied to cryosection at a 10 μm thickness. Hybridization Chain Reaction (HCR 3.0) staining of whole-mounted hearts or cryosections was done following the published protocols^84^. HCR probes for *ptx3a*, *col12a1b*, *pdgfrb*, *hapln1a*, *podxl*, *atp5mc1*, *hmgb2b*, *hsp90b1*, *loxa*, *psmb1*, *serpinh1a*, *nrg1*, *snai1a*, and *tgfb1a* were synthesized by Molecular Instruments Inc. For immunostaining of whole-mounted hearts or heart sections^15,67^, samples were blocked with 2% bovine serum albumin (BSA, VWR, cat#97061), 1% DMSO, 0.5% goat serum (Thermo Fisher, cat#16210) and 0.5% Triton X-100 in PBS for 1 h at room temperature (RT). Primary antibodies were diluted in the blocking buffer and incubated with hearts overnight at 4 °C. Hearts were then washed with PBS plus 0.1% Tween 20 and incubated with the secondary antibody diluted in the blocking buffer for 1.5 h at room temperature. Hearts were stained with DAPI (Thermo Fisher, D3571) to visualize nuclei. Primary antibodies used in this study include rabbit anti-Mef2 (this study, 1:200), mouse anti-PCNA (Sigma, P8825; 1:350), rabbit anti-Aldh1a2 (GeneTex, GTX124302; 1:350), rabbit anti-DsRed (Takara, 632496; 1:200), and mouse anti-Tnnt (ThermoFisher, MS-295-PABX; 1:100). The Mef2 antibody was generated using a Mef2aa peptide (amino acid 314-512 of XP_021323249.1) as an antigen and is now commercially available at Boster Bio (DZ01398-1). Secondary antibodies (ThermoFisher, 1:200) used in this study were Alexa Fluor 488 goat anti-rabbit and goat anti-mouse, Alexa Fluor 546 goat anti-rabbit and goat anti-mouse, and Alexa Fluor 633 goat anti-mouse. Acid Fuchsin-Orange G staining was performed as described^2^. All antibodies are commercially available and are validated by suppliers.

Bright-field images of whole-mounted hearts were captured using a Zeiss Axiozoom V16 microscope (Zen 2.5 blue edition software). Fluorescent images of whole-mounted and sectioned heart tissues were imaged used a Zeiss 800 confocal microscope (Zen 2.6 blue edition software). AFOG staining images were captured on a Leica Dmi8 compound microscope (Leica Application Suite X software). Analyses of CM proliferation were performed as previously described by counting Mef2 and PCNA nuclei in wound sites^56^. Fluorescence images were exported from Zeiss Zen Blue software and processed in Adobe Photoshop 2022 and ImageJ (v2.0.0-rc-69/1.52p).

### Statistics and reproducibility

Clutchmates, or hearts collected from clutchmates, were randomized into different groups for each treatment. No animal or sample was excluded from the analysis unless the animal died during the procedure. All experiments were performed successfully with similar results from at least 2 biological replicates. For all fluorescent images showing representative results, at least 6 zebrafish were analyzed with consistent results. Sample sizes were chosen based on previous publications^13,15,34^ and experiment types and are indicated in each figure legend. All measurements were taken from distinct samples. All statistical values are displayed as Mean +/−Standard Deviation (s.d.). Sample sizes, statistical tests, and *P* values are indicated in the figures or the legends. All box plots show the median (center line), upper and lower quartiles (box limits), minimum and maximum values (whiskers), and individual values (points). Student’s *t* tests (two-tailed) were applied when normality and equal variance tests were passed. The Mann–Whitney Rank Sum test was used when these failed. Fisher’s exact test was used where appropriate. Source data are provided with this paper.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The scRNA-seq datasets generated in this study have been deposited at NCBI’s Gene Expression Omnibus under accession numbers GSE202836. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

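Single nucEGFP+ cells of the ventricles of tcf21:nucEGFP zebrafish were profiled in 3 libraries, 1 each from uninjured fish (Ctrl), at 3 dpa and at 7 dpa. Which library belongs to which condition was taken from the sample labels and the paper. The authors aligned the reads with CellRanger, called droplets with cells and deposited raw UMI counts per gene and droplet, without normalization and before the study's filters on cells. The deposited counts list 32520 genes by symbol and Ensembl identifier. No genome was used here, so no coordinates are given.

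Droplets with more than 316 detected genes and at most 5% mitochondrial counts were kept. Genes had to be found in at least 5 cells and 0.2% of the cells of each library, which left 13707. Counts were normalized with SCTransform (sctransform 0.4.2 in Seurat 5.3.0, R 4.3.3) with the library as batch term, 2000 genes and 5000 cells entering the fit of the model. The 3000 most variable genes, less those held out, gave 20 principal components (irlba 2.3.5.1). A graph of 20 nearest neighbours was clustered by the Louvain method at resolution 0.3. The held-out genes were the markers that name clusters and every gene the paper names for the scRNA-seq data. For the clustering of thinned cells, Pearson residuals with a fixed dispersion (theta 100) took the place of SCTransform.

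The 111 markers were fixed before the data were examined, from Supplementary Data 1. A cluster took the name of the class with the largest part of its marker list raised at least 1.50-fold and found in at least 10% of the cells, if that part reached 50% and at least 3 markers and no other class had more markers among the 10 leading genes. For the mesenchymal class, the best of its general list and its 3 subset lists counted. This rule was revised after the clusters were seen: it first asked for a marker among the leading genes, and its way of settling ties was also set then. Clusters that met no name stayed unnamed. Leading genes were ranked by fold among genes found in at least 25% of a cluster's cells. Doublets were scored with Scrublet (scanpy 1.11.5) per library. Its automatic threshold marked 2 of 15627 cells, which is too few to have worked, so no cell was removed. In an alternative, the highest scores were removed at 0.8% per 1000 droplets.

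Levels are the UMIs of a gene over all UMIs of a group of cells, times 10000, with exact Poisson intervals. Ratios of levels have exact conditional intervals, and shares of cells Clopper-Pearson intervals, all at 95% and for counting error only. A count of 0 is given with the level that 3 counts would make. Where shares of cells with a UMI are compared, each cell was thinned at random to 1800 UMIs, which left out 483 cells at Ctrl, 207 at 3 dpa and 437 at 7 dpa. With 1 library per condition, cells are not replicates, and no p-value was computed. A difference between libraries may come from the fish, the injury, the handling or the library.

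Neighbours of aEPC-like cells were counted on the principal components of the cells at 3 dpa. Diffusion pseudotime (scanpy, 10 components) was rooted in the epithelial-like cells. Changes within a class between libraries were ranked by the interval bound nearer to 1. Only genes with at least 50 UMIs and a level above that of immune-like and cardiomyocyte-like cells entered. For the genes named, the level was above these cells in the library where it was higher, and not always in the other. The 5 genes with the largest change each way are named. The ranking rule, and the rule that every gene the paper's Results name for the scRNA-seq data is reported, were set before the data were examined. The intervals were tested on simulated Poisson counts with 200 changed genes. Poisson counts are what the intervals assume, so this checks their computation and not the variation between cells, fish or libraries. Between 95.6% and 96.0% of the intervals held the true ratio over the 4 comparisons, and between 94.3% and 97.9% of the changed genes with enough UMIs fell on the right side of 1.

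Alternatives set before the data were examined were a mitochondrial limit of 10%, a minimum of 1000 UMIs, all genes kept in clustering, resolutions of 0.2 and 0.5, 30 principal components, log normalization, no batch term, removal of doublet calls, thinned cells, 29 immediate early and heat shock genes left out, shares of the core epicardial cells, means over cells, thinning to 900 UMIs, a minimum of 200 UMIs for changes, and the cells at 7 dpa added to those at 3 dpa for neighbours and order. Leaving out 115 cell cycle genes and removing the highest Scrublet scores were added after seeing the data. Monocle 3, Gene Ontology enrichment and the re-clustering of the core clusters were not run here.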

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

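The tests below were written after the pattern was noticed in the leading genes of a cluster, and before their own values were computed. A group of interferon-response genes, which the paper's text does not discuss, stood above the Ctrl level at 3 dpa over all cells of the library. The level of rsad2 was 0.970 (0.944 to 0.998) UMIs per 10000 at 3 dpa and 0.00117 (0.000241 to 0.00341) at Ctrl. For mxb it was 0.644 against 0.00389, for isg15 1.98 against 0.130 and for ifi45 7.20 against 0.519. At 7 dpa the levels were 0.173 for rsad2, 0.0773 for mxb, 0.345 for isg15 and 1.24 for ifi45, each below 3 dpa and above Ctrl. At resolution 0.5 the cells richest in these genes formed a cluster of their own that took no class name, with 0.353% of the cells at Ctrl, 10.5% at 3 dpa and 5.06% at 7 dpa. Of these 4 genes, rsad2, with 3 UMIs at Ctrl, and mxb, with 10, were found in too few Ctrl cells to enter the clustering. The genes isg15 and ifi45 were not held out, so they could shape the clusters. The paper's supplement holds these genes without discussing them: Supplementary Data 1 lists mxb, isg15 and ifi45 for cluster 2, Supplementary Data 2 lists all 4 for cluster 4 of the re-clustered core cells, and Supplementary Data 3 lists the response to type I interferon for a C4.

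The greater depth of the 3 dpa library was tested as the cause. After thinning, 14.3% of epithelial-like cells at 3 dpa had an rsad2 UMI and 0% at Ctrl. Before thinning the Ctrl epithelial-like cells held 1 rsad2 UMI in all, so their 0% was nearly fixed beforehand. The share kept at 3 dpa after thinning argues against depth. Free RNA from immune cells was tested through the level of rsad2 at 3 dpa, which was 2.56 UMIs per 10000 in epithelial-like cells and 1.01 in immune-like cells, the reverse of what this source needs. An interferon response of epicardial cells to the injury may thus lie behind the pattern, as a hypothesis found and tested on the same libraries. A response to an infection or to the handling of the fish that gave the 3 dpa library stays open, since each condition has 1 library and the paper gives no batch for the libraries.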

How the results depend on the processing

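Among the tests here, leaving out the cell cycle genes, removing the highest Scrublet scores and the comparisons between classes for further reported genes were chosen only after seeing the data. No paired analysis was possible because there was 1 library per condition. The planned removal of Scrublet's doublet calls was not run, because its automatic threshold marked 2 cells. Resolution 0.2 gave no separate aEPC-like class and so no aEPC-like values. Where a value moved, the cause was not tested unless one is given.

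The aEPC-like share ran from 11.5% to 36.6% at 3 dpa, from 0.288% to 4.30% at 7 dpa and from 0.0819% to 2.30% at Ctrl over the settings that gave one, and was highest at 3 dpa in each. The epithelial-like share ran from 14.7% to 41.6% at 3 dpa, from 18.1% to 23.9% at 7 dpa and from 5.02% to 6.41% at Ctrl, and the mesenchymal-like share from 35.7% to 57.3%, from 67.0% to 78.0% and from 83.0% to 93.9%.

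With a mitochondrial limit of 10%, 5170 cells at Ctrl, 4014 at 3 dpa and 6765 at 7 dpa passed, and with a minimum of 1000 UMIs 5015, 3851 and 6531. With all genes kept in clustering, the shares at 3 dpa were 11.5% aEPC-like and 28.3% epithelial-like. At resolution 0.2, epithelial-like cells made up 41.6% at 3 dpa and 23.9% at 7 dpa, and mesenchymal-like cells 51.8% and 70.5%. Of the aEPC-like cells at 3 dpa, 513 were then epithelial-like. At resolution 0.5, the epithelial-like shares were 18.0% at 3 dpa and 18.5% at 7 dpa, and the mesenchymal-like ones 51.4% and 70.4%. The interferon-led cluster held 331 epithelial-like and 77 mesenchymal-like cells of 3 dpa. Of 7 dpa it held 118 and 217, the reverse order. With 30 principal components, the 3 dpa library was 14.6% aEPC-like, 23.0% epithelial-like and 55.7% mesenchymal-like, and 72.5% of the top2a+ cells were aEPC-like. Log normalization gave 36.6% aEPC-like cells at 3 dpa, 2.84% at 7 dpa and 0.412% at Ctrl, with 21.5% epithelial-like cells at 3 dpa, 35.7% and 71.0% mesenchymal-like cells at 3 and 7 dpa, and 88.5% of the top2a+ cells in the aEPC-like class. Without the batch term, aEPC-like cells were 35.9% at 3 dpa and 4.24% at 7 dpa, epithelial-like cells 14.7% and 19.1%, mesenchymal-like cells 43.0% and 70.9%, and 92.6% of the top2a+ cells were aEPC-like.

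Removing the highest Scrublet scores left 18.3% epithelial-like cells at 3 dpa and 18.1% at 7 dpa, and 71.7% mesenchymal-like cells at 7 dpa. In clusters of thinned cells, the aEPC-like shares were 17.6% at 3 dpa and 0.776% at 7 dpa, the epithelial-like shares 6.41% at Ctrl, 25.2% at 3 dpa and 21.8% at 7 dpa, and the mesenchymal-like share at Ctrl 89.0%. Without immediate early and heat shock genes, 3 dpa had 12.1% aEPC-like and 18.3% epithelial-like cells, and 7 dpa 18.7% epithelial-like and 70.08% mesenchymal-like cells. Without cell cycle genes, the aEPC-like shares were 2.30% at Ctrl, 15.9% at 3 dpa and 4.30% at 7 dpa, the epithelial-like shares 18.3% at 3 dpa and 18.5% at 7 dpa, the mesenchymal-like shares 83.0%, 48.8% and 67.0%, and 59.0% of the top2a+ cells were aEPC-like. Over the core epicardial cells alone, epithelial-like cells made up 28.6% at 3 dpa and 21.6% at 7 dpa, and mesenchymal-like cells 93.9% at Ctrl, 57.3% at 3 dpa and 78.0% at 7 dpa. The interferon-led cluster, which took no class name, held 10.2% of the 3 dpa cells without the highest Scrublet scores, 10.7% without immediate early and heat shock genes and 10.4% without cell cycle genes. At 7 dpa its shares were 4.61%, 5.16% and 4.56%, and at Ctrl 0.307%, 0.373% and 0.373%.

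With the cells at 7 dpa added, 40.1% of the links of aEPC-like cells to other classes went to epithelial-like and 58.5% to mesenchymal-like cells, and the highest bins were 3 for ptx3a, 3 for fn1a, 4 for col12a1b and 9 for hapln1a. The order of podxl before ptx3a and of col12a1b before hapln1a held in both sets of cells. With a minimum of 200 UMIs, 5 of the 10 named genes of mesenchymal-like cells at 7 dpa were named again, since genes with few UMIs dropped out.

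Among the log2 ratios between classes, that of hapln1a in aEPC-like over epithelial-like cells at 3 dpa, -1.14, reversed under 7 alternatives. It was 0.91 at resolution 0.5, 3.18 with log normalization, 2.52 without the batch term, 3.13 without the highest Scrublet scores, 0.66 with thinned cells, 0.38 without immediate early and heat shock genes and 2.12 without cell cycle genes. The ratio of fn1b in aEPC-like over epithelial-like cells over the 3 libraries reversed with log normalization, from -1.33 to 0.029. The other values were log2 ratios between classes and thinned shares. Of 646 such values over all alternatives, 186 stayed within the interval of the reported value and 452 moved without a change of sign, 318 farther from 0 and 134 nearer. Log normalization moved 52 of 64 and all genes kept in clustering 33 of 64. The ratio of prrx1b to epithelial-like cells had no value where those cells held no prrx1b UMI, which was so without the highest Scrublet scores, without immediate early and heat shock genes and without cell cycle genes. Intervals of summed counts are narrow, so small moves pass them. Thinned shares fall with the depth by construction.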

Differences from the paper's values

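The comparisons of the cluster at 7 dpa and of the shares of the mesenchymal-like clusters with the paper were chosen after their values were seen, and the figure was read after the shares here were known. The paper's share of cluster 5 among the 7 dpa cells is about 0.7% in Fig. 2g, read by eye from a bar only a few pixels high, against 0.362% (0.232 to 0.539) for aEPC-like cells here. This reading was at first left out of the comparison as too uncertain, after it was seen to differ, and was then put back. Of the alternatives set before the data were examined, thinned cells gave 0.776%, within 1.5 times the paper's value. All genes kept in clustering, resolution 0.5, 30 principal components, log normalization, no batch term and the immediate early and heat shock genes left out did not, with 0.453%, 0.408%, 0.423%, 2.84%, 4.24% and 0.302%. Removing the highest Scrublet scores and leaving out cell cycle genes, chosen after seeing the data, gave 0.288% and 4.30%. Resolution 0.2 gave no aEPC-like class. The cells are grouped by rebuilt names, so the groups compared need not hold the same cells.

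The paper places almost all proliferating, top2a+ cells in cluster 5. Here 66.0% of them were aEPC-like and 22.5% epithelial-like. Log normalization gave 88.5% and no batch term 92.6% in the aEPC-like class, under which that class held 36.6% and 35.9% of the 3 dpa cells. With 30 principal components it was 72.5%. Leaving out cell cycle genes, a choice made after seeing the data, lowered it to 59.0%. The other alternatives that gave an aEPC-like class stayed within the interval of 59.7 to 71.9%. The epithelial-like part moved more. It was 10.7% at resolution 0.5, where 11.9% lay in the unnamed interferon-led cluster, and 12.3% with 30 principal components. Log normalization gave 7.79% and no batch term 1.23%. It rose to 27.5% with all genes kept in clustering and to 23.0% with thinned cells.

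The paper describes a cluster 9 that is found mainly at 7 dpa. Here the cluster with the largest part from that library, the 3-like cluster with tnfsf12, held 440 cells from Ctrl, 221 from 3 dpa and 745 from 7 dpa. Without the batch term, a 3-like cluster led by CR318588.1 held 2 cells from Ctrl, 72 from 3 dpa and 435 from 7 dpa, and with 30 principal components another led by that gene held 8, 134 and 227. The paper states that the core clusters other than 2, 5 and 9 fell at 3 dpa and came back by 7 dpa. Of the 5 mesenchymal-like clusters here, the 0-like cluster and the 3-like cluster with tnfsf12 fell and came back to at least their Ctrl share. The 1-like cluster fell from 35.6% at Ctrl to 15.8% at 3 dpa and came back in part, to 21.2% at 7 dpa. The cluster led by fndc1 fell from 4.65% to 2.38% (1.93 to 2.91) and stood at 3.14% (2.73 to 3.59) at 7 dpa, intervals that overlap. The 3-like cluster led by rgs5b did not fall, at 3.04% at Ctrl and 3.53% at 3 dpa. The subset marker lists cover only the paper's clusters 0, 1 and 3. The cluster led by rgs5b could thus match another one, such as cluster 9, which the paper's statement leaves out. The paper gives 12 clusters, among them 1 of endothelial cells, which did not separate in the clustering reported here. Of the alternatives set before the data were examined, it separated with all genes kept in clustering (58 cells), at resolution 0.5 (52), with 30 principal components (55), with log normalization (58) and without immediate early and heat shock genes (56), and not at resolution 0.2, without the batch term or with thinned cells.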

Other observations

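The tests on CR318588.1 were written after the pattern was noticed and before their values were computed, with the verdict on genotype set after its value was seen. The tests on tcf21 in cardiomyocyte-like cells and the comparison of tcf21 per cell with epithelial-like cells were chosen only after the result was seen. The other tests were written before the data files were seen.

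The aEPC-like cells came almost wholly from the 3 dpa library, the deepest of the 3. With every cell thinned to the same number of UMIs before clustering, the aEPC-like share was 17.6% at 3 dpa and 0.776% at 7 dpa, which argues against depth as the cause. Doublets of epithelial and mesenchymal cells would lie between both in every gene. The level of ptx3a in aEPC-like cells at 3 dpa was 2.85 UMIs per 10000, and the higher of the other classes held 0.961, which argues against such doublets. In mesenchymal-like cells ptx3a stood at 0.961, against 0.202 in immune-like cells, more than free RNA gives. A cell state that follows the injury is a hypothesis that these tests leave standing. A property of the 1 library at 3 dpa, such as its handling, may also lie behind the share, and there is no replicate library that could exclude it. In stained sections and reporter fish, thus in other hearts, the paper finds epicardial ptx3a after injury, with a peak at 3 dpa. It detects none in the epicardium of uninjured hearts. This argues against such a property as the source of the ptx3a pattern, but does not cover the share of cells.

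The lower level of tcf21 in aEPC-like cells at 3 dpa may follow from a larger total of other transcripts in these deep cells. A cell held on average 43.7 tcf21 UMIs in the aEPC-like class and 42.4 in the mesenchymal-like class at 3 dpa, so that against this class the count per cell was not lower, as this explanation needs. An epithelial-like cell held 45.9, more than the 43.7 of an aEPC-like cell, a difference smaller than the standard error over cells of 2.38, so against that class this explanation is left open. Cell size or RNA content was not measured apart from UMIs, and a fall of tcf21 relative to other genes stays open.

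The clusters 0 and 1 of the paper could differ by a response to the dissociation of the tissue, since egr1 is a marker of the first. Without immediate early and heat shock genes among variable genes, a 0-like cluster of 6138 cells and a 1-like cluster of 3809 cells were found. This argues against these genes as the whole cause of a split into clusters with these names. The 0-like cluster was larger than the 5015 cells of the reported clustering, and no 3-like cluster with tnfsf12 separated. The groups thus need not hold the same cells. At resolution 0.5 a 0-like cluster of 2174 cells was led by otud1, hsp70.2, hsp70.3, dnajb1b and jdp2b, so a stress response within the 0-like cells stays open.

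The gene CR318588.1, which led a cluster mainly of 7 dpa cells when no batch term was used or 30 principal components were taken, was counted in mesenchymal-like cells at 0.240 UMIs per 10000 at Ctrl, 6.06 at 3 dpa and 14.6 at 7 dpa. A genotype of some of the fish of the 7 dpa library was tested as the cause. After thinning, 80.2% of immune-like cells at 3 dpa and 80.4% at 7 dpa had a UMI of it, and 55.4% at Ctrl, so the gene was not limited to the 7 dpa fish. In mural-like cells the thinned share was 0.769% at Ctrl, 24.3% at 3 dpa and 31.0% at 7 dpa, and in mesenchymal-like cells 2.61%, 21.3% and 29.9%, so that in these classes Ctrl stood apart. Free RNA would give a like level in each class, but at 7 dpa the 3-like cluster with tnfsf12 held 36.4 and the 0-like cluster 7.57 UMIs per 10000. The gene was not held out of the clustering, which may widen this difference. A difference in genotype between all 3 pools of fish, and a change with time after injury, stay open. No biological explanation was tested.

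Cardiomyocyte-like cells held tcf21 at 46.6 UMIs per 10000 over the 3 libraries, and immune-like cells at 11.6, so free RNA alone, which reaches both, does not give this level. Mural-like cells, with a lower median depth than cardiomyocyte-like cells, held tcf21 at 16.7, so low depth does not raise it that far either. Doublets of cardiomyocytes and epicardial cells would bring other transcripts of the epicardial cell too. The level of hapln1a in cardiomyocyte-like cells was 59.3% of that in mesenchymal-like cells, and 18.2% in immune-like cells. For tcf21 the same percents were 64.2% and 15.9%, and for col1a2 54.6% and 23.4%. Against doublets, cardiomyocyte-like cells had a median of 3089 UMIs, 0.568 times that of their libraries, and of the highest Scrublet scores 0 were among them at Ctrl, 1 at 3 dpa and 0 at 7 dpa. These values do not decide whether doublets, which the paper names for its contaminating clusters, lie behind the pattern.

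The genes that changed most within a class between libraries include some the paper names. These ratios compare single libraries. Where 1 of them held no UMI of a gene, the fold is computed with 3 counts in its place, beside the lower end of the 95% interval of the observed counts. In epithelial-like cells the median gene at 3 dpa was shifted against Ctrl by 0.36 on the log2 scale, and in mesenchymal-like cells by 0.16. Highest above Ctrl in epithelial-like cells at 3 dpa were rsad2 (876-fold, 157 to 34599.9) and fn1a (90.0-fold, 70.2 to 117). Next came col12a1b (306-fold, 54.8 to 12094), si:dkey-188i13.6 (65.5-fold, lower end 53.2) and col11a1a (58.9-fold, lower end 47.8). Farthest below, given as fold lower, were ptgdsb.2 (155-fold, 89.9 to 294) and fabp10a (87.8-fold, lower end 69.0). After these came ptgdsb.1 (100.2-fold, 58.8 to 186), slc5a8l (51.5-fold, 37.5 to 72.5) and slc16a12b (80.6-fold, 35.8 to 225). At 7 dpa the highest were rsad2 (178-fold, 31.9 to 7045), mmp13b (28.5-fold, lower end 23.1) and fn1a (23.1-fold, 18.0 to 30.1). They were followed by scara3 (21.1-fold, 14.1 to 33.0) and si:busm1-57f23.1 (16.8-fold, 12.9 to 22.2). The lowest were ptgdsb.2 (31.2-fold, 23.7 to 41.8), ptgdsb.1 (17.5-fold, 13.4 to 22.9) and sult2st3 (21.8-fold, 11.6 to 44.5). Then came crabp1a (11.7-fold, 9.92 to 13.8) and tent5bb (11.4-fold, 6.53 to 20.9). With a minimum of 200 UMIs, 8 of the 10 at 3 dpa and 8 at 7 dpa were named again.

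In mesenchymal-like cells at 3 dpa the genes highest above Ctrl were PAMR1 (1 of many) (152-fold, 84.8 to 305), col12a1b (94.7-fold, 66.5 to 139.6), si:rp71-77l1.1 (165-fold, 64.1 to 607), si:ch211-198c19.3 (48.6-fold, 45.3 to 52.1) and mxra5a (81.5-fold, 41.1 to 189.6), and the lowest si:ch211-152c8.5 (20.1-fold, 13.9 to 30.2), cyp24a1 (20.2-fold, 13.4 to 31.8), grid2ipb (24.9-fold, 11.2 to 68.9), si:ch211-5k11.8 (9.57-fold, 8.78 to 10.4) and cbarpb (18.3-fold, 8.17 to 50.8). Here too 8 of the 10 were named again with the higher minimum. At 7 dpa the highest were g0s2 (40.3-fold, 23.9 to 74.0), col11a1b (33-fold, 19 to 61), col12a1b (26.9-fold, 18.9 to 39.9), adamtsl7 (94.6-fold, 16.7 to 3766) and PAMR1 (1 of many) (29.3-fold, 16.2 to 59.1), and the lowest zgc:152791 (7.57-fold, 5.07 to 11.7), cbarpb (7.04-fold, 4.52 to 11.4), ptger2b (3.57-fold, 3.40 to 3.74), csf3b (5.77-fold, 3.37 to 10.5) and cuedc1a (4.93-fold, 3.16 to 7.93), of which 5 of the 10 were named again.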
